# Transcriptome analysis of thermophilic methylotrophic *Bacillus methanolicus* MGA3 using RNA-sequencing provides detailed insights into its previously uncharted transcriptional landscape

**DOI:** 10.1186/s12864-015-1239-4

**Published:** 2015-02-14

**Authors:** Marta Irla, Armin Neshat, Trygve Brautaset, Christian Rückert, Jörn Kalinowski, Volker F Wendisch

**Keywords:** *Bacillus methanolicus*, Methylotrophy, RNA-sequencing, Transcriptome analysis, Conserved sequence motifs, Operon structures, Regulatory RNA, Transcript abundances, Transcriptional start sites, Ribosome binding sites

## Abstract

**Background:**

*Bacillus methanolicus* MGA3 is a thermophilic, facultative ribulose monophosphate (RuMP) cycle methylotroph. Together with its ability to produce high yields of amino acids, the relevance of this microorganism as a promising candidate for biotechnological applications is evident. The *B. methanolicus* MGA3 genome consists of a 3,337,035 nucleotides (nt) circular chromosome, the 19,174 nt plasmid pBM19 and the 68,999 nt plasmid pBM69. 3,218 protein-coding regions were annotated on the chromosome, 22 on pBM19 and 82 on pBM69. In the present study, the RNA-seq approach was used to comprehensively investigate the transcriptome of *B. methanolicus* MGA3 in order to improve the genome annotation, identify novel transcripts, analyze conserved sequence motifs involved in gene expression and reveal operon structures. For this aim, two different cDNA library preparation methods were applied: one which allows characterization of the whole transcriptome and another which includes enrichment of primary transcript 5′-ends.

**Results:**

Analysis of the primary transcriptome data enabled the detection of 2,167 putative transcription start sites (TSSs) which were categorized into 1,642 TSSs located in the upstream region (5′-UTR) of known protein-coding genes and 525 TSSs of novel antisense, intragenic, or intergenic transcripts. Firstly, 14 wrongly annotated translation start sites (TLSs) were corrected based on primary transcriptome data. Further investigation of the identified 5′-UTRs resulted in the detailed characterization of their length distribution and the detection of 75 hitherto unknown *cis-*regulatory RNA elements. Moreover, the exact TSSs positions were utilized to define conserved sequence motifs for translation start sites, ribosome binding sites and promoters in *B. methanolicus* MGA3. Based on the whole transcriptome data set, novel transcripts, operon structures and mRNA abundances were determined. The analysis of the operon structures revealed that almost half of the genes are transcribed monocistronically (940), whereas 1,164 genes are organized in 381 operons. Several of the genes related to methylotrophy had highly abundant transcripts.

**Conclusion:**

The extensive insights into the transcriptional landscape of *B. methanolicus* MGA3, gained in this study, represent a valuable foundation for further comparative quantitative transcriptome analyses and possibly also for the development of molecular biology tools which at present are very limited for this organism.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1239-4) contains supplementary material, which is available to authorized users.

## Background

*Bacillus methanolicus* MGA3, isolated from freshwater marsh soil, is an aerobic, Gram-positive, endospore-forming, rod-shaped bacterium auxotrophic for biotin and vitamin B_12_ [1,2]. This thermophilic organism grows in a temperature range between 37 and 60°C with an optimum between 50–53°C [1,2]. *B. methanolicus* MGA3 is able to utilize methanol as its sole carbon and energy source *via* the RuMP assimilation cycle. Moreover, *B. methanolicus* was reported to secrete 55 grams of glutamate per liter in fed-batch cultures with methanol as sole carbon and ammonium as nitrogen source [3,4]. These characteristics indicate that *B. methanolicus* is a valuable candidate for amino acid production from methanol which in turn is an interesting alternative to the conventional feedstocks used in the biotechnological industry, *i.e.* mainly molasses and starch hydrolysates. Methanol is advantageous since it is abundant, its price does neither depend on the climate nor on agricultural politics, it is a pure compound and it reduces the risk of contamination in fermentations due to its toxicity towards numerous microbial species [5,6]. Fermentations with the comparatively reduced methanol are characterized by high oxygen demands and heating of bioreactors causing high cooling costs. However, this is less relevant for the thermophilic *B. methanolicus* [5,6].

Most molecular biology work on *B. methanolicus* has been devoted to enzymes relevant to methylotrophy. *B. methanolicus* possesses three active variants of NAD-dependent methanol dehydrogenase, two chromosome-encoded and one pBM19-encoded, for oxidation of methanol to formaldehyde [7,8], and one activator protein ACT [9]. Formaldehyde is assimilated in the RuMP cycle. The enzymes for condensation of formaldehyde with ribulose to fructose 6-phosphate, 3-hexulose 6-phosphate synthase and 6-phospho-hexuloisomerase, are only encoded on the chromosome [10]. The majority of genes encoding the enzymes of the RuMP cycle in *B. methanolicus* MGA3 is present in the genome in two copies, chromosome-encoded and pBM19-encoded [10,11]. Although all of the genes coding for the transketolase variant of the regeneration phase have their chromosomal version, pBM19-cured *B. methanolicus* MGA3 strain MGA3-A6 shows a methylotrophy deficient phenotype [10]. The five RuMP cycle genes and *mdh* encoded on pBM19 are induced during growth on methanol. The variants of the enzymes do not always differ in their biochemical characteristics, *e.g.* the transketolases [12]. By contrast, the fructose 1,6-bisphosphatases differ since the major fructose 1,6-bisphosphatase GlpX^C^ is encoded on the chromosome, while pBM19-encoded GlpX^P^ is also active as sedoheptulose 1,7-bisphosphatase in the eponymous regeneration variant of the RuMP cycle [13]. Similarly, whereas both fructose 1,6-bisphosphate aldolases FBA^C^ and FBA^P^ are also active as sedoheptulose 1,7-bisphosphate aldolases, their kinetic parameters allowed to distinguish FBA^C^ as major glycolytic FBA and FBA^P^ as major gluconeogenic FBA [14].

Sequencing of the *B. methanolicus* MGA3 genome, comparative DNA microarray transcriptome analyses and proteome studies have increased our understanding of the genetic and regulatory background for methanol metabolism in *B. methanolicus* MGA3 [10,11,15,16]. However, to date a comprehensive transcriptome analysis of *B. methanolicus* MGA3 is still missing. Therefore, transcriptome sequencing (RNA-seq) [17,18] was here used for the complete analysis of the mostly uncharted transcriptional landscape of *B. methanolicus* MGA3. Cultivations of *B. methanolicus* MGA3 were performed in several different conditions in order to capture a wide range of transcripts. RNA-seq data for the analysis of the primary transcriptome and the whole transcriptome were generated to gain insights about the exact positions of transcription start sites, length distribution of 5′-UTRs, consensus promoter and ribosome binding site (RBS) motifs, transcriptional organization of operons, and mRNA abundances. Moreover, *cis-*regulatory RNA elements and novel transcripts in intergenic regions, intragenic sense transcripts of annotated genes as well as antisense transcripts located within known genes were identified.

## Methods

### Cultivation of *B. methanolicus* MGA3 in different growth media

*B. methanolicus* wild-type strain MGA3 was used as the model organism in all growth experiments. The fermenter minimal medium was a derivative of MVcMY medium but instead of vitamin solution, 6 mg/liter d-biotin and 0.01 mg/liter vitamin B_12_ were used [19]. If not stated differently 200 mM methanol was used as carbon source both for flask and fermenter cultivations. The overnight cultures grown in 500 ml shake flasks with 50 ml of working volume of MVcMY minimal medium at 50°C and 200 rpm as described by Brautaset and coworkers [4] were used as inoculum for fermentations at a start optical density (OD_600_) of 0.15. The fermentations were performed in 1 L Biostat Q bioreactors with working volume of the minimal medium of 800 ml (Sartorius, Göttingen, Germany). The standard cultivation conditions were: temperature at 50°C, the dissolved oxygen level at 30% and the pH maintained by automatic addition of 12.5% NH_4_OH (wt/vol) at 6.5. An antifoam agent (Antifoam 204, Sigma-Aldrich, St. Louis, MO, USA) was added at an initial concentration of 0.1% (vol/vol). Fermentations were performed with initial agitation at level of 120 rpm and with no initial aeration. The level of dissolved oxygen was controlled by automatic adjustment of the aeration rate up to 0.75 NL∙min^−1^ and followed by an increase of the stirrer speed up to 1200 rpm.

In order to induce the transcription of as many genes as possible, *B. methanolicus* was cultivated in 16 different conditions; 13 cultivations in bioreactors and 3 cultivations in shake flasks. For induction of pH shock response the bacterium was cultivated in a pH range between 5.5 and 7.5 with 0.5 intervals, for oxygen stress conditions the dissolved oxygen was maintained at levels 5%, 20% and 50%, and osmotic stress was induced by addition of 300 mM sorbitol or 160 mM NaCl. Additionally, 50 mM mannitol or 50 mM glucose were used as carbon sources and 16 mM glutamine was used as sole nitrogen source. For the latter fermentation, 1 N NaOH was used to maintain pH at a level of 6.5. Apart from above described changes, the fermentations were performed in standard conditions. Additionally, three flask cultivations were performed in minimal medium MVcMY with 200 mM methanol, 50 mM glucose or 50 mM mannitol as the sole carbon source. In each case, 20 mL of sample was collected in the exponential phase to 50 mL falcons filled with ice and centrifuged at 4°C for 10 min at 3.220 x g. For the standard cultivation conditions the samples were additionally collected at the beginning and at the end of the exponential phase. The resulting cell pellets were frozen in liquid nitrogen and stored at −80°C until further use.

### Total RNA isolation

For the extraction of total RNA the NucleoSpin RNA isolation kit (MACHEREY-NAGEL, Düren, Germany) and the RNase-free DNase set (QIAGEN, Hilden, Germany) were used according to the manufacturer’s instructions. The total RNA was isolated individually for each cultivation condition. The quality and quantity of the isolated RNA was assessed by PCR with gene-specific primers (Additional file 1: Table S1) and with capillary gel electrophoresis (Agilent Bioanalyzer 2100 system using the Agilent RNA 6000 Pico kit; Agilent Technologies, Böblingen, Germany). The extracted RNA samples were pooled in equal parts and the pool of total RNA was subsequently used for the preparation of two different cDNA libraries.

### Preparation of two different cDNA libraries for high-throughput sequencing

The cDNA libraries of *B. methanolicus* MGA3 were prepared according to two different protocols. One approach focused on the enrichment of 5′-ends of primary transcripts, while the other method allowed the analysis of the whole transcriptome. Both cDNA library preparation protocols have been previously described in detail [17]. In the present study, the experimental workflow was changed at two steps. The first difference is that the amplification of cDNA fragments was customized by adding the PCR additive betaine to a final concentration of 2.7 M in each PCR reaction. Secondly, after cDNA amplification the two libraries were purified and size-selected *via* gel electrophoresis for fragment sizes between 100 and 800 bp. The cutoff of 100 bp was chosen to reduce adapter dimers in the finished library. Due to the fact that the preparation workflow involves the use of two adapters, which together have a length of 66 nt, only transcripts smaller than 40 nt are not present in the final RNA seq data. Subsequently, each cDNA library was sequenced according to the manufacturer’s instruction on a single flow cell using TruSeq kits (Illumina, San Diego, CA, USA) on a MiSeq Desktop Sequencer system (Illumina, San Diego, CA, USA). Sequencing was performed in single-read mode with 50 nt read length for the enriched 5′-ends cDNA library and in paired-end mode with 25 nt read length for the whole transcriptome cDNA library. The base calling was realized with the Illumina instrument software.

### Mapping of the generated RNA-seq data to reference sequences

In order to perform further analyses on the RNA-seq data, the generated reads were mapped to the *B. methanolicus* MGA3 reference sequences of the chromosome and the two plasmids pBM69 and pBM19 (GenBank accession no. CP007739, CP007740 and CP007741). For this, two different strategies were utilized for the enriched 5′-ends of primary transcripts RNA-seq data and the whole transcriptome data set. In a preprocessing step, the last bases of all sequence reads from the enriched 5′-ends approach were trimmed to a final length of 20 nt. This was mainly done because only the read starts of this data set are important for subsequent analyses, but also because of the higher error rate which is often displayed by the last bases of sequence reads [20]. Next, these trimmed reads were mapped to the *B. methanolicus* MGA3 reference sequences using the exact mapping algorithm SARUMAN [21] and allowing a single mismatch to occur in the alignment of each read. In case of the reads belonging to the whole transcriptome RNA-seq data set, the forward and reverse read were combined to one read, containing the reference sequence as an insert, if both reads were present and in inverse orientation in a maximal distance of 1 kb to each other. Sequence reads not fulfilling this criterion were retained as single mapping reads. Paired mappings with a distance larger than 1 kb were discarded from subsequent analyses. For the visualization of the mapped short reads, the Java software ReadXplorer [22] was used.

### Determination of putative transcription start sites using 5′-ends of enriched primary transcripts

The identification of putative transcription start sites was performed based on the method described previously [17], but with a recently developed transcriptome analysis module which will be integrated into the software ReadXplorer in the near future [www.readxplorer.org, 22]. To determine putative TSSs, the RNA-seq data of enriched native 5′-ends was used. First, for each strand and position of the *B. methanolicus* MGA3 reference sequences, all reads starts at each genomic position were counted. Putative TSSs were automatically and systematically called if the read starts at the analyzed genomic position fulfilled three criteria. A putative TSS was identified if the number of read starts at the genomic position exceeded the background threshold *T* and if the ratio of read starts at this position to read starts at the previous position was higher than the ratio *R*. Additionally, the putative TSS was only automatically identified if it was located within a maximal distance *X* between the putative TSS and the next TLS. For every identified candidate TSS, additional information on the genomic vicinity regarding next upstream, downstream, and overlapping features on both strands were taken into account. In particular, the gene identifier, gene type (protein-coding gene, rRNA, tRNA), TSS distance to feature start, and TSS distance to feature stop were reported. Additionally, the putative TSSs set, which was obtained by automated analysis, was manually cross-checked with the complete enriched 5′-ends dataset. This revision allowed to disregard false-positive TSSs and to add putative true-positives which are below the automatic detection limit. A putative TSS was assumed to be false-positive and disregarded if no clear accumulation of read starts was observed at the particular genomic position and additionally the putative TSS was detected within an uneven gradient of accumulated read starts. The described combination often applied to putative TSSs detected within a coding region and/or with a relatively high amount of accumulated reads (>100), where the parameters used for automated TSSs detection are not effective. A putative TSS was manually added if only a single read difference to one of the thresholds *T* or *R* was observed and if additionally the whole transcriptome RNA-seq data confirmed the assumption of a valid transcript at the examined genomic position. In addition, most novel intergenic features were manually added as these understandably did not match the chosen maximal distance cutoff between TSSs and next TLSs. Following the manual verification, the determined set of putative TSSs was divided into subsets depending on their genomic context within the annotated genome of *B. methanolicus* MGA3 (Figure 1).

**Figure 1:**
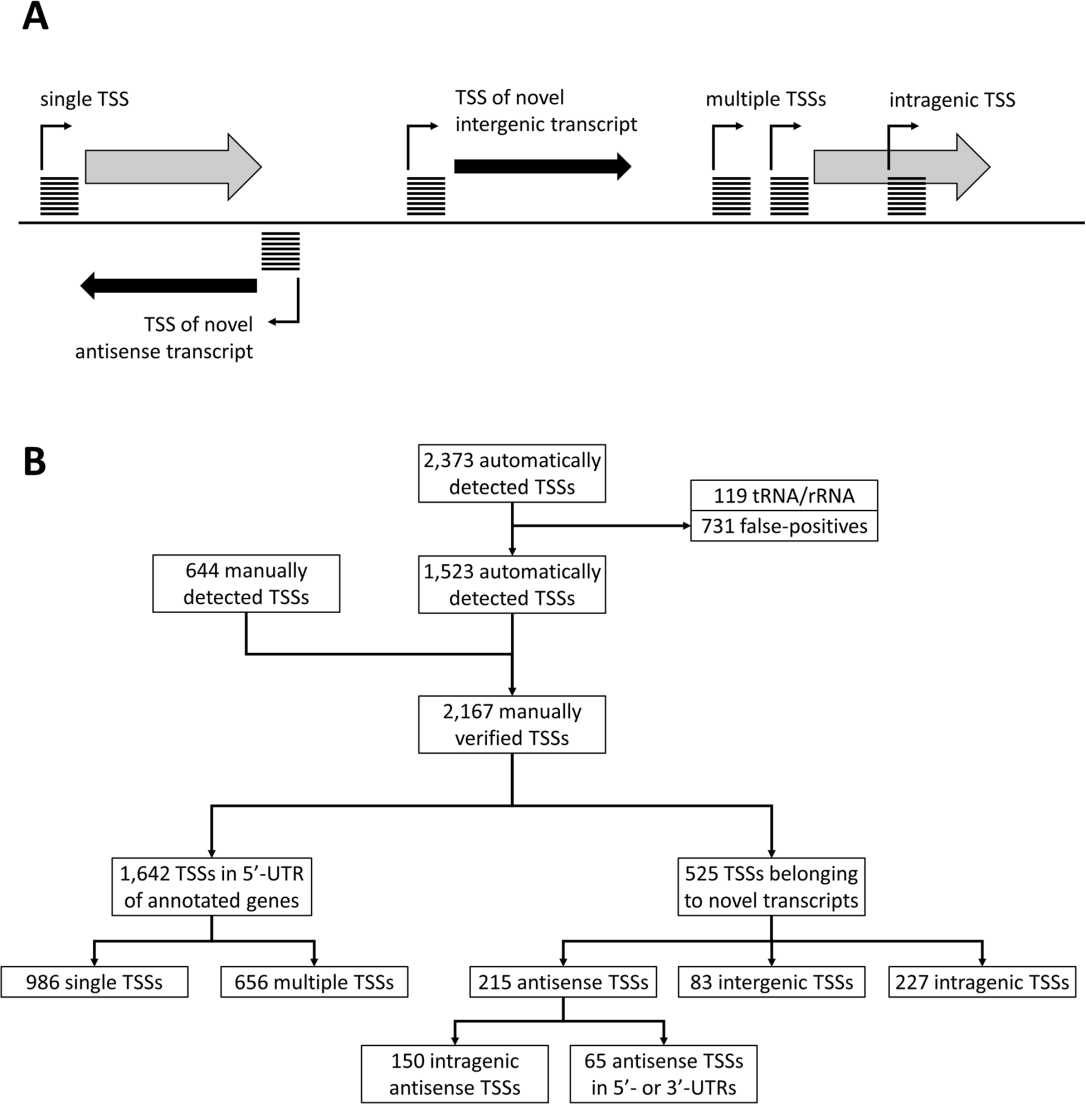
**Overview of the classification of putative TSSs within the** ***B. methanolicus*** **MGA3 genome sequence. (A)** Schematic illustration of the different categories which were used for the classification of TSSs based on the respective genomic context. Putative TSSs are depicted as angled black arrows and are identified as described in section “Preparation of two different cDNA libraries for high-throughput sequencing” using the read starts obtained from RNA-seq data of enriched 5′-ends cDNA library. TSSs located in the upstream region and in coding direction of known CDSs (gray arrows) were classified as single TSSs or multiple TSSs. All TSSs overlapping in sense direction with known CDSs were categorized as novel intragenic TSSs. TSSs without annotated features downstream were classified as novel intergenic TSSs (black arrow), while TSSs antisense to annotated CDSs were classified as novel antisense TSSs (black arrow). **(B)** Process of TSSs analysis which includes the identification, filtering, manual verification and classification of putative TSSs. After manual inspection TSSs that belong to rRNA/tRNA and false-positive TSSs were removed from the automatically detected set, whereas the manually detected TSSs were added. The complete set of verified TSSs was divided into subsets depending on their genomic context.

### Identification of operon structures using whole transcriptome cDNA library RNA-seq data

To determine operon structures of *B. methanolicus* MGA3, the generated whole transcriptome cDNA library RNA-seq data was used. In the present study, an approach was applied which is based on a previously described method [17] and which soon will be integrated into the software ReadXplorer [www.readxplorer.org, 22]. For the identification of operons, it was examined if a gene and the next downstream gene in sense direction are connected by a number of paired mappings exceeding the background threshold *T* for this data set. The background threshold *T* was set to 4 after manual analysis of different values. Thus, two genes oriented in sense direction were combined to an operon unit if at least 4 paired mappings were bridging over the intergenic region of those genes. This process was progressively performed for all genes located on the chromosome and the two plasmids of *B. methanolicus* MGA3. All consecutive gene pairs were combined, whereas the first gene of the operon was always considered to constitute the primary operon. In most cases a TSS could be determined for the first gene of these primary operons. Suboperons were called if TSSs were detected for genes within the primary operon and defined as subset of genes preceded by the TSS present within the primary operon. Additionally, the automatically generated operon set was manually cross-checked with the complete whole transcriptome RNA-seq data. In this context, genes were manually added to an operon if only a single read difference to the thresholds *T* was observed and if additionally the genes were functionally related.

### Detection of conserved sequence motifs in *Bacillus methanolicus* MGA3

To identify conserved sequence motifs for translation starts, ribosome binding sites and promoter regions of *B. methanolicus* MGA3, the motif-finding program Improbizer [23] and the visualization tool WebLogo [24] were used with default settings. The input differed according to the respective analysis context: For the determination of TLSs and promoter motifs all genes with an identified 5′-UTR were considered, while for the RBSs motifs only 5′-UTRs longer than 9 nucleotides were analyzed. The identified motifs are represented in the text by upper or lower case bases dependent on their conservation. An upper case letter is used if the nucleotide occurs in more than 80% of all analyzed sequences, whereas a lower case letter is used, if the base appears in more than 40%, but less than 80% of all cases. If a base occurs less than 40% at a certain position, a lower case n is used.

### Calculation of transcript abundances in *Bacillus methanolicus* MGA3

To determine and compare transcript abundances across different features in *B. methanolicus* MGA3, the generated whole transcriptome data had to be normalized. One of the most basic methods for the normalization of RNA-seq data is referred to as reads per kilobase of coding DNA sequence (CDS) per million mapped reads (RPKM) [25]. To account for fragmentation and PCR biases during the cDNA library preparation, log-RPKM values were determined and used for comparison of transcript abundances in the present study. For this the following calculations were performed:

$$ \overline{x}=\frac{{\displaystyle {\sum}_{p_{i=1}}^N ln\left(r{s}_{p_i}\right)}}{N} $$

For each single nucleotide position *p*_*i*_ belonging to a transcript, the natural logarithm of the number of mapped read starts at that position ($$ r{s}_{p_i} $$) was calculated and added up, if at least one read was mapped. Next, the arithmetic mean $$ \overline{x} $$ of these data was calculated and this number was used in the following formula:

$$ {R}_{norm} = {e}^{\overline{x}}N $$

to finally obtain a normalized quantity of reads per CDS (*R*_*norm*_). This number of normalized reads per CDS was than utilized in the common formula for RPKM determination.

## Results

### Cultivations of *B. methanolicus* MGA3 under different conditions for analysis of the primary and whole transcriptome

The comprehensive characterization of ‘static’ bacterial transcriptomes requires the expression of as many genes as possible in order to obtain a pool of different transcripts. In this study, *B. methanolicus* MGA3 was subjected to 13 bioreactor fermentations and three flask cultivations with different carbon sources (200 mM methanol, 50 mM mannitol and 50 mM glucose) and under various growth conditions. The standard 1-L bioreactor cultivation was carried out at pH 6.5, pO_2_ 30%, temperature 50°C and with 200 mM methanol as carbon source and a working volume of 800 mL. The changes in these standard settings included pH varying between 5.5 and 7.5, pO_2_ at levels of 5%, 20% and 50%, use of 50 mM glucose or mannitol instead of methanol as sole carbon source and 16 mM glutamine as sole nitrogen source, and application of osmotic stress by addition of 300 mM sorbitol or 160 mM NaCl. The samples were taken at three time points (3, 4 and 8 hours with the respective OD_600_ of 1.6, 2.4 and 12.1) during bioreactor cultivation in standard conditions and only at one time point in the exponential phase for the other cultivations (OD_600_ of 2.5 to 6). The growth pattern under the standard conditions (high growth rate of 0.52 h^-1^, decline of biomass concentration after reaching maximum OD_600_ of 13.5 corresponding to 2.97 g CDW/L) was comparable to the one previously described for *B. methanolicus* [26] (Additional file 2: Table S2). During cultivation on glucose as the sole carbon and energy source, sporulation was observed which is in accordance with previous findings [26]. As expected, growth rates were lower under stress conditions (pH, osmotic and oxygen stress) than for standard cultivation conditions. Taken together, these results indicate that *B. methanolicus* MGA3 was submitted to various different growth conditions, thus, quite different gene expression patterns involving most of the genes on the *B. methanolicus* genome may be expected.

### Sequencing of cDNA libraries and mapping to the *B. methanolicus* MGA3 reference sequences

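RNA of 16 cultivations of B. methanolicus MGA3, 13 in bioreactors and 3 in shake flasks, was pooled, and 1 library of each kind was made from the pool. Standard cultures grew at 50 °C and pH 6.5 with 200 mM methanol and were sampled at 3 time points. The others differed in the carbon source (50 mM glucose or 50 mM mannitol), in the nitrogen source (16 mM glutamine), in pH (from 5.5 to 7.5), in dissolved oxygen (from 5% to 50%) or in the addition of 300 mM sorbitol or 160 mM NaCl. No replicate of either library exists, so the values given for the libraries describe this pool and cannot be assigned to a cultivation. Intervals are 95% Wilson intervals for shares and intervals of order statistics for medians, and cover counting error only.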

After RNA isolation and pooling, two cDNA libraries (whole transcriptome and enriched for 5′-ends of primary transcripts) were prepared as described previously [17]. The cDNA libraries were sequenced on a single flow cell on a MiSeq Desktop Sequencer system. About 3.28 million sequence reads were obtained from enriched 5′-ends of primary transcripts and about 4.24 million sequence reads for the whole transcriptome cDNA library (Table 1). Subsequently, the obtained reads were mapped to the chromosome and the two plasmids of *B. methanolicus* MGA3 using the exact alignment algorithm SARUMAN [21]. About 1.30 million of 3.28 million sequence reads for the enriched 5′-ends of primary transcripts library and about 4.20 out of the 4.24 million sequence reads of the whole transcriptome library were mapped to the reference sequences. Of those mapped reads, 1.25 million reads from enriched 5′-ends of primary transcripts and 2.60 million reads from the whole transcriptome mapped uniquely. 

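By the paper's Table 1, the whole transcriptome library gave 4241887 reads, of which 4201157 mapped, and the 5′-end library gave 3278605 reads, of which 1298259 mapped. The deposited table of transcript abundances sums to 1111353 reads in chromosomal genes, 92680 in genes of pBM19 and 7762 in genes of pBM69. These reads cover 3107 of the 3225 chromosomal genes (96.3%, 95.6 to 96.9%), 19 of the 22 genes of pBM19 and 74 of the 83 genes of pBM69 with at least 1 read.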

Reads of the whole transcriptome data were combined to one read with the reference sequence as insert, if the forward and reverse read were present and maximal distance to each other was 1 kb (Table 1).

**Table 1:** **Sequencing and mapping results for the cDNA libraries of** ***B. methanolicus*** **MGA3**

	**Reference**	**5′-ends of primary transcripts**	**Whole transcriptome**
Sequence reads		3,278,605	4,241,887
Mapping reads	Chromosome	1,189,365	3,857,244
	pBM19	91,185	315,572
	pBM69	17,709	28,341
	**Total**	**1,298,259**	**4,201,157**
Unique matches (single reads)	Chromosome	1,141,761	942,678
	pBM19	91,169	68,844
	pBM69	17,686	7,793
	**Total**	**1,250,616**	**1,019,315**
Unique matches (combined reads)	Chromosome	-	1,444,584
	pBM19	-	123,354
	pBM69	-	10,172
	**Total**	-	**1,578,110**

### Detection of putative transcription start sites from RNA-seq data of enriched 5′-ends of primary transcripts

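The 5′-end library was treated by the authors to keep primary transcripts, and its reads of 50 nt were trimmed to 20 nt and mapped with 1 mismatch allowed. The deposited list gives for each TSS the replicon, strand and position, the gene it belongs to, the 5′-UTR length and the 70 nt sequence before it, and no number of read starts. Of its lines, 2155 were used here. They comprise 2092 TSSs on the chromosome, 17 on pBM19 and 46 on pBM69, or 6.27, 8.87 and 6.67 per 10 kb. Because read starts are not listed, no TSS could be ranked by strength.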

Putative TSSs were derived from the mapped read starts of enriched 5′-ends of primary transcripts. Based on background threshold *T* (empirically set to 6), ratio *R* (6) and distance cutoff *X* of 500 bp that showed a good signal-to-noise ratio and specificity after manual inspection of randomly selected TSSs from the result set, 2,373 TSSs were detected (Figure 1). After a complete review of the TSSs set and comparison to the raw RNA-seq data set, 644 manually determined TSSs were added to the group of TSSs, while 731 false-positive TSSs and 119 TSSs located upstream of tRNA or rRNA genes were removed. These 2,167 manually verified TSSs were assigned to subgroups of TSSs that are located in the 5′-UTR of annotated genes (1,642) and TSSs that belong to novel transcripts (525). 

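hxlA (hps), which encodes 3-hexulose-6-phosphate synthase, rplJ for ribosomal protein L10 and proI each had 5 TSSs, the largest number for any gene. In the list, 1632 of 2155 TSSs (75.7%) lay in the 5′-UTR of 1266 annotated genes, and 523 did not. On the chromosome 1601 TSSs lay in 5′-UTRs, on pBM19 10 and on pBM69 21. The TSSs were found on both strands, 1017 on the forward and 1138 on the reverse strand.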

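The leaders of rplJ ranged from 89 to 199 nt, those of hxlA from 46 to 103 nt and those of proI from 196 to 289 nt. Besides these 3 genes, 12 genes had 4 TSSs, 51 had 3 and 216 had 2. A single TSS was listed for 984 genes (77.7%, 75.4 to 79.9%), and 282 genes (22.3%) shared 648 TSSs. The outermost TSSs of a gene with several were a median of 14.5 nt apart. In 118 of these 282 genes (41.8%) all TSSs lay within 5 nt, and only 161 genes kept several TSSs when neighbours within 5 nt were merged.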

The 1,642 TSSs found in the 5′-UTRs of annotated genes were further categorized into transcripts for which only one or several TSSs could be determined, thus resulting in a set of 986 single TSSs and a set of 656 multiple TSSs, originating from 283 genes (Figure 1). Of the 525 TSSs belonging to novel transcripts, 215 were located in antisense orientation to an annotated gene or its untranslated region, 83 TSSs were intergenic and 227 were intragenic TSSs. 

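Antisense TSSs numbered 215 (9.98% of all, 206 on the chromosome), intragenic TSSs 225 (10.4%, 209 on the chromosome) and intergenic TSSs 83 (3.85%, 76 on the chromosome). The small plasmid pBM19 carried 2 antisense, 2 intragenic and 3 intergenic TSSs, and pBM69 carried 7, 14 and 4. Intragenic TSSs lay at 2.03 per 10 kb on pBM69, against 0.626 on the chromosome and 1.04 on pBM19.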

The intragenic TSS within the first half of CDSs were used to correct 14 CDSs starts, which were previously wrongly annotated (Additional file 3: Table S3).

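Among the 14 genes are sigX for the RNA polymerase sigma factor SigX, whose start moved by 144 nt, sdhC for the cytochrome b558 subunit of succinate dehydrogenase (111 nt) and nuoB for a subunit of NADH-quinone oxidoreductase (138 nt). The smallest shift was 36 nt, in misCA for a membrane protein insertase, and the largest 660 nt, in the acriflavin resistance gene BMMGA3_09915. The median shift was 123 nt. From the corrected starts, the leaders of these genes measure 13 to 187 nt, with a median of 47 nt. The deposited abundances of all 14 genes were counted from the previous starts.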

### Determination and length distribution of 5′-untranslated regions in *B. methanolicus* MGA3

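The longest leaders belonged to trpE of tryptophan biosynthesis (898 nt) and to BMMGA3_08315 for a molybdopterin dehydrogenase FAD-binding protein (878 nt), followed by BMMGA3_02260 for a putative membrane protein (623 nt), BMMGA3_07750 (565 nt) and BMMGA3_09230 (558 nt). Over the 1632 TSSs the median was 51 nt (47 to 54 nt), with quartiles of 30 and 107 nt. The fullest class of 5 nt was 26 to 30 nt with 217 TSSs, and 16 TSSs had leaders over 500 nt. Lengths were taken as deposited. For 4 leaders that cross the origin of a circular replicon the listed length differs from the distance of the coordinates: 306 nt against 272 and 270 nt for the TSSs before dnaA, 21 against 20 nt before repB and 386 against 385 nt before BMMGA3_16760, genes named after their values were seen.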

The distances of 1,642 TSSs belonging to the leader regions of protein-coding genes to the next TLSs revealed a median 5′-UTR length of 51 nt (Figure 2). More than 99% of the transcripts analyzed in this study have 5′-UTR leader sequences of ≥ 10 nt. 

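Leaders of 26 to 35 nt accounted for 368 of 1632 TSSs (22.5%, 20.6 to 24.6%) and leaders over 100 nt for 443 (27.1%, 25.0 to 29.4%). Counted by gene with its longest leader, the median was 49 nt. With the shortest leader of each gene, a choice made after the data were seen, the median was 42 nt and the share over 100 nt was 21.0%.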

22% of transcripts showed a 5′-UTR length of 26–35 nt and 25% of transcripts contain leader sequences longer than 100 nt, which suggests that they might contain regulatory RNA structures [27]. Only six transcripts (<0.5%) possess a 5′-UTR shorter than 10 nt, which implies that they do not retain a (complete) RBS. However, no leaderless transcript was found for *B. methanolicus* MGA3 since all transcripts had 5′-UTRs ≥ 2 nt. 

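Leaders under 10 nt were listed for 7 TSSs (0.429%), and 1625 TSSs (99.6%) had at least 10 nt. After the pair of shortest leaders came BMMGA3_04595 with 5 nt, rplK for ribosomal protein L11, ymfI and BMMGA3_14390 with 7 nt each, and dnaG for DNA primase, named after its value was seen, with 9 nt. In the whole transcriptome library their coding regions stood at log-RPKM values from 53.7 for ymfI to 425 for BMMGA3_14390, with 237 for rplK and 274 for dnaG. These values count reads from any start, not only from the TSS with the short leader. The paper reasons that such leaders do not retain a complete ribosome binding site.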

Only two transcripts showed leaders shorter than 5 nt. 

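Of the 2 genes with leaders under 5 nt (0.123% of TSSs), sigF had a TSS 2 nt before its start codon, at position 2196961 of the chromosome, and BMMGA3_05465 (ctaG) had one 4 nt before it, at position 1070313. Over the coding regions, log-RPKM was 772 for sigF, with 1087 reads, and 189 for ctaG. Reads of transcripts from other starts are counted as well, so the abundance of the transcripts with these leaders is not known.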

The corresponding genes are *BMMGA3_05465* encoding the CtaG protein which participates in the formation of active cytochrome caa3 and *sigF* encoding the sporulation-specific sigma factor *σ*^F^ [28].

**Figure 2:**
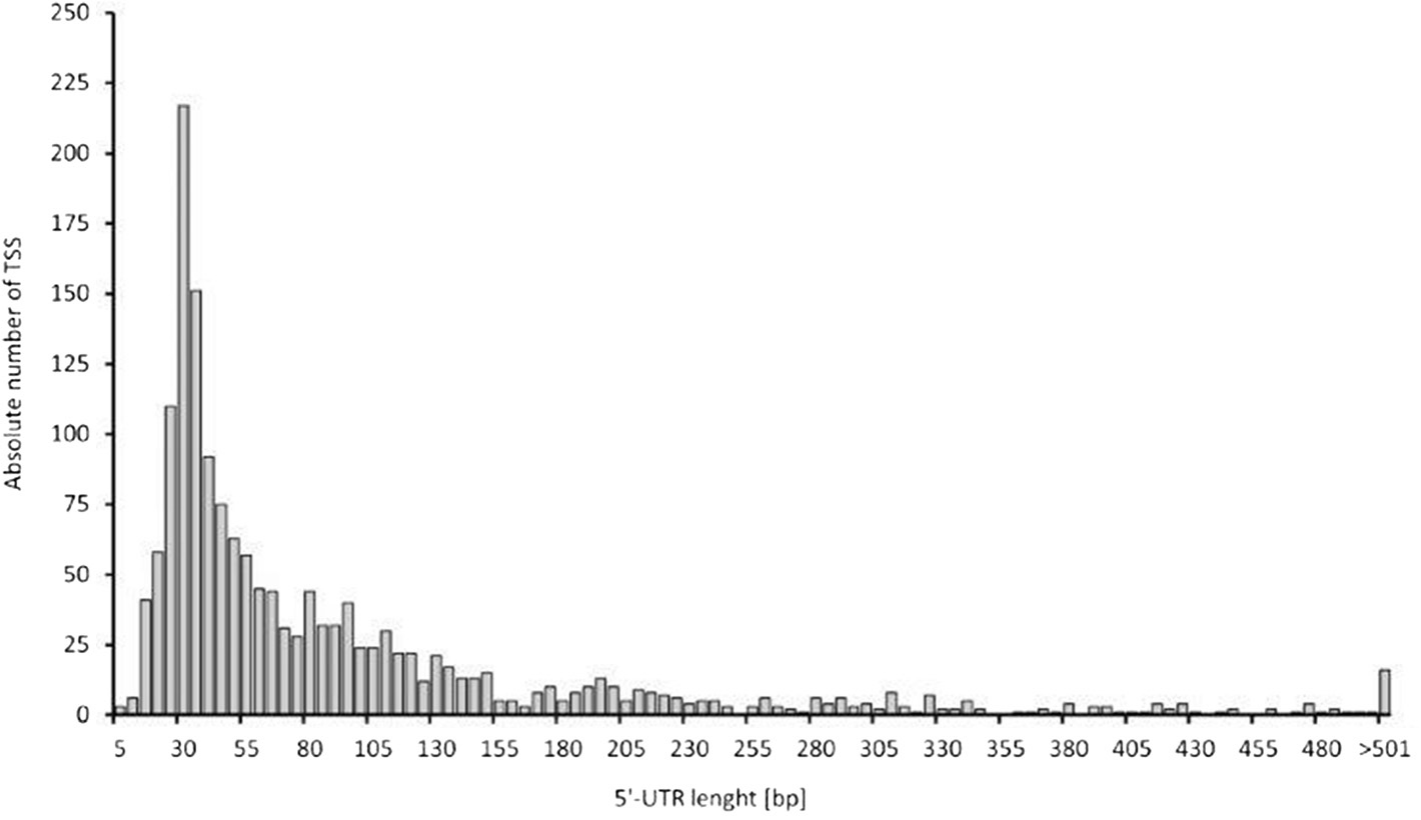
**Absolute number of identified transcription start sites in correlation to the length of their 5′-untranslated regions (5′-UTRs).** The 1,642 TSSs located upstream or in coding direction of known CDSs were used to determine the length of the 5′-UTRs for each CDS. The 5′-UTR length was calculated as the distance between an identified TSS to the next TLS. The absolute number of TSSs is grouped in 5 bp intervals of 5′-UTR lengths (1–5, 6–10, 11–15 etc.), whereas the most distant right bar represents all 5′-UTRs longer than 500 bases.

### Identification of ribosome binding sites in *B. methanolicus* MGA3

For the determination of the nucleotide distribution in TLSs of *B. methanolicus* MGA3, the initiation codons of 1,270 genes, for which a 5′-UTR was identified (section “Detection of putative transcription start sites from RNA-seq data of enriched 5′ ends of primary transcripts”), were analyzed. For genes with more than one TSS, the upstream sequence of the respective gene was only included once in the analysis. From this set, 1,264 upstream regions of genes with a 5′-UTR longer than 9 nt were used to identify a conserved ribosome binding site sequence using the tools Improbizer [23] and WebLogo [24]. 

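The region of 20 nt before the start codon was covered by deposited sequences for 24 genes only, since no genome sequence was used here and each sequence reaches from a TSS upstream. In hxlA the best match was AGGAGT, 9 nt before the start codon. A motif with at least 4 of 6 bases of AGGAGG, and G at positions 2 and 3, was present in 22 of the 24 genes (91.7%, 74.2 to 97.7%), against 39.3% in the same sequences shuffled 100 times. With at least 5 of 6 bases the share was 66.7%. The sample is small and holds only genes with a listed TSS close enough for its sequence to cover the start codon.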

The determined RBS motif of *B. methanolicus* MGA3 (Figure 3) was present in 1,201 of 1,264 upstream regions (95.0%). The preferred translational start codon was ATG (959 genes, 75.5%), followed by TTG (177 genes, 13.9%) and GTG (134 genes, 10.6%), while CTG was not found in such position. 

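The start codon could be read for 25 of the 1266 genes with a TSS in the 5′-UTR. ATG stood in 17 of them (68%, 48.4 to 82.8%), TTG in 4 (16%), GTG in 3 (12%) and CTG in none, which allows a share of CTG of up to 13.3% (upper bound of the interval). In BMMGA3_04655, named after its value was seen, the codon read was CAT, which is no start codon. Among 71 annotated genes with a covered start, a set added after the data were seen, ATG stood in 50 (70.4%), TTG in 12 (16.9%) and GTG in 7 (9.86%).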

The determined RBS motif in *B. methanolicus* MGA3 is aGGaGg with the three guanines depicted in capital letters being present in approximately 90% of the analyzed sequences (Figure 3). 

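In the 22 genes with a motif, the mean spacing between motif and start codon was 7.91 nt (SD 1.66). It was 5 to 10 nt in 81.8% of them and 7 or 8 nt in 63.6%. Adenine at the first position and at the fourth position were each present in 72.7% of the motifs, the guanine at position 5 in 72.7% and the last guanine in 68.2%. The guanines at positions 2 and 3 were required by the search and are not a measurement.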

The distance between the RBSs and the TLSs varies between 5 to 10 nucleotides (97.1%) with an average spacing of 7.4 bases. The assumed optimal interval of 7 or 8 bases accounts for 58.5% of the determined spacers in *B. methanolicus* MGA3.

**Figure 3:**
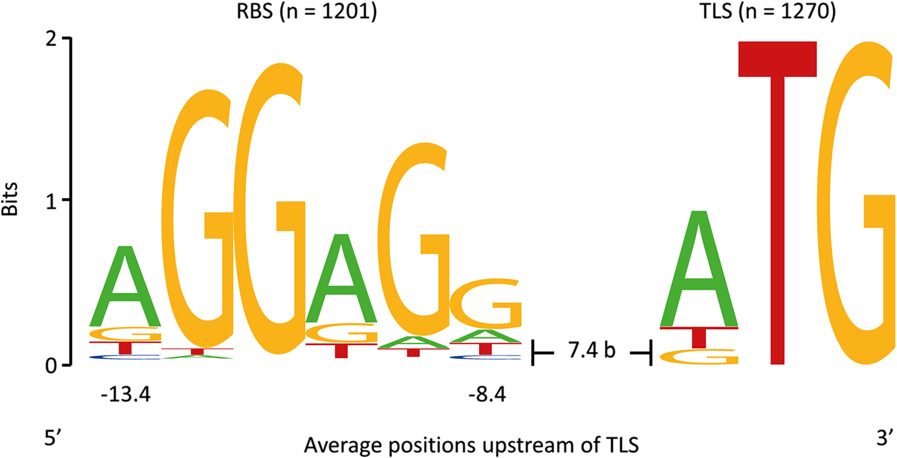
**Distribution of nucleotides within the ribosome binding sites and translation starts of** ***B. methanolicus*** **MGA3.** The analysis of the nucleotide distribution in translation start sites and ribosome binding sites of *B. methanolicus* MGA3 was based on the TLS and upstream regions of genes for which a 5′-UTR was identified in the present study. The conserved TLSs and RBSs motifs were determined by using the motif-finding program Improbizer [23]. The conservation of a specific nucleotide at certain position is measured in bits and represented in the illustration by the size of the nucleotide. The depicted sequence logo was created with the software WebLogo [24].

### Identification of promoter motifs in *B. methanolicus* MGA3

The upstream regions of the 1,642 TSSs, which were identified at the 5′-UTR of annotated genes (see section “Detection of putative transcription start sites from RNA-seq data of enriched 5′ ends of primary transcripts”) were searched for conserved motifs within 70 bases upstream of each TSS using Improbizer [23]. 

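Before ctaG the −10 hexamer was TATAAT and before pfkA for 6-phosphofructokinase TATTTT, each 7 nt before the TSS. Some other named promoters matched poorly, with a best hexamer GAGTCT before sigF (score -0.616) and GAAGGT (-0.521) and TACAGG (-1.31) before TSSs of hxlA. The remaining TSSs of hxlA had TATATT (2.54), TACATT (1.89) and TAAAAG (0.406). Hexamers before medH3, TAAAAT (3.84) and TAAACT (3.17), and before ywlF, TGCAAT (1.38), also scored above 0. Over all 1632 sequences before TSSs of 5′-UTRs, the −10 hexamer read TAtaaT, with T at the first position in 88.6%, A at the second in 94.7% and T at the last in 95.6%. The third position was T in 53.4%, and positions 4 and 5 were A in 69.9% each. A hexamer scoring above the base composition was present in 1537 sequences (94.2%, 92.9 to 95.2%), against 59.5% of shuffled sequences, so its presence alone separates promoters poorly from background. At least 4 bases of TATAAT were present in 90.4% (shuffled 52.6%), and TGN preceded the hexamer in 492 sequences (30.1%, 28.0 to 32.4%, shuffled 5.36%).

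**Figure D1:**
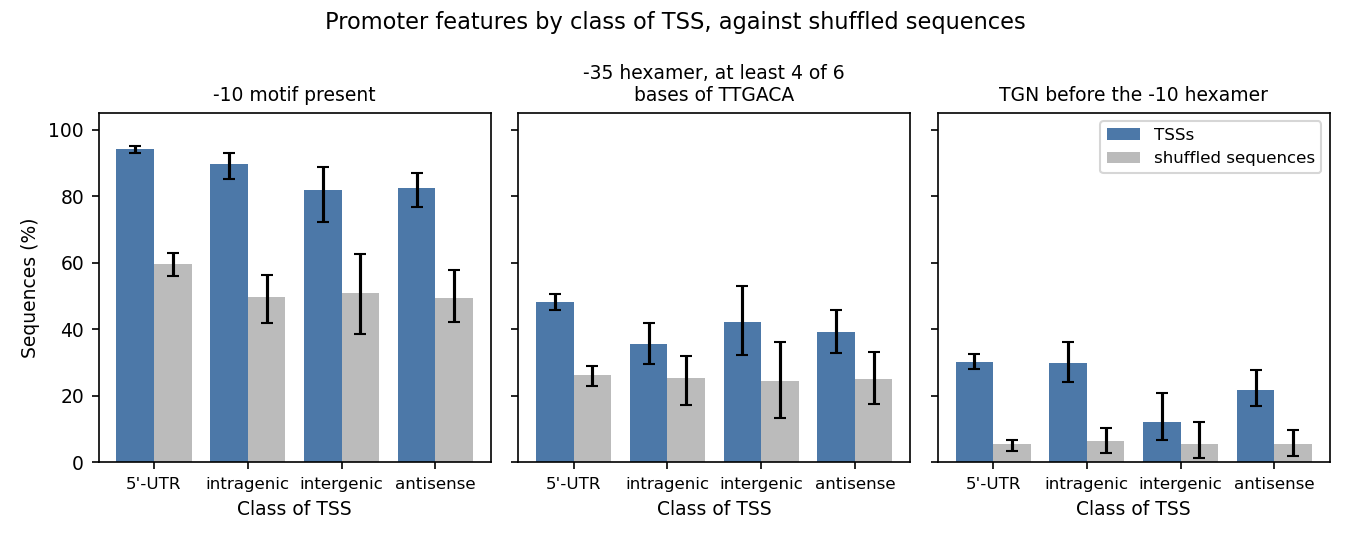
Share of sequences (%) with a −10 motif, with a −35 hexamer of at least 4 bases of TTGACA and with TGN before the −10 hexamer, for the classes of TSSs (blue, 95% Wilson intervals) and for the same sequences shuffled 100 times (grey, mean with lowest and highest set). TGN preceded the hexamer in 30.1% of the sequences of 5′-UTR TSSs and in 5.36% of shuffled ones.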

The −10 hexamer sequence TAtaaT was identified in 1,619 of the upstream sequences (98.6%) (Figure 4) and in 33% of the sequences the motif TGN was present. 

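The last base of the −10 hexamer lay a mean of 7.10 nt (SD 1.21) before the TSS, and in 47.3% of the sequences exactly 7 nt before it. The search allowed distances of 4 to 10 nt. With distances of 2 to 14 nt the hexamer was found in 96.2% of the sequences. For medH3 on pBM19, the methanol dehydrogenase gene, the TSS at position 3822 has the hexamer TAAACT and the −35 hexamer TTGACA.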

The distance between an identified -10 region to the corresponding TSS ranges from 4 to 10 nt and is in average 6.7 bases in length. 

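The −35 hexamer read ttgaaa, and it was present in 1561 of 1632 sequences (95.6%) when any score above the base composition counts. Shuffled sequences reached 84.1%, which leaves little of this share to the motif. Requiring at least 4 bases of TTGACA gave 48.2% against 26.1%. Over spacers of 14 to 20 nt, with the best match in place of the best score, 55.0% of the sequences had 4 such bases.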

Upstream of an identified −10 hexamer sequence, a weakly conserved −35 motif ttgana was found in 1,616 (98.4%) upstream sequences (Figure 4). 

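The first bases of the −35 hexamer were T in 71.7%, T in 71.3% and G in 67.5% of the sequences. The following ones were A in 63.8%, C in 33.1% and A in 47.2%. The share of sequences with at least 4 bases of TTGACA was 47.9% for genes with a single TSS and 48.6% for genes with several.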

The first three bases of the motif are present in approximately 70% of the sequences and the following three bases in about 46%. The average distances between the −10 and the -35 regions was 16.6 bases in *B. methanolicus* MGA3.

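Over the 1632 sequences, the mean spacer between the hexamers was 17.0 nt (SD 1.55). Restricting the spacer to 16 to 18 nt left a −35 hexamer above the base composition in 79.9% of the sequences.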

**Figure 4:**
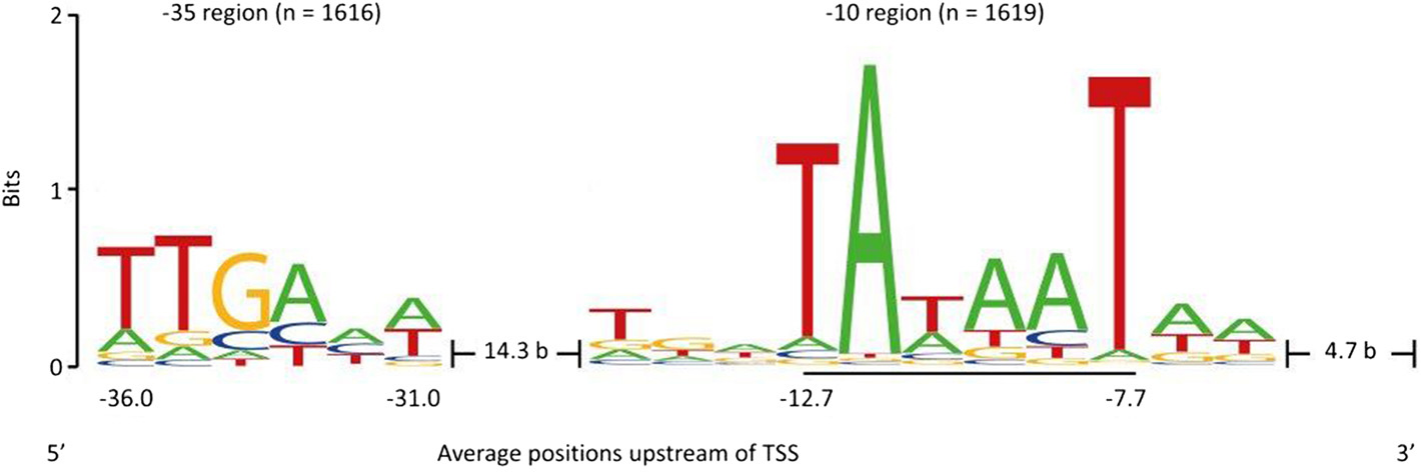
**Distribution of nucleotides within the −10 and −35 regions of** ***B. methanolicus*** **MGA3 promoter regions.** The conserved sequences were determined by using the Improbizer motif-finding program [23]. For this analysis, the upstream regions of the 1,642 TSSs located in the 5′-UTR of annotated protein-coding genes were used. Conserved -10 motifs were detected in 1,619 sequences (98.6%), whereas 1,616 of the analyzed sequences contributed to identification of the -35 motif (98.4%). The conservation of a specific nucleotide at certain position is measured in bits and represented in the illustration by the size of the nucleotide. The hexamer of the core -10 region is underlined. The position values below the nucleotides are represented in relation to the positions of the identified TSSs, while the two spacers represent the mean distance between extended -10 region and TSS or -10 and -35 region, respectively. The depicted sequence logo was created with the software WebLogo [24].

When the genes with 1,642 detected upstream regions were subdivided into the four COG (Clusters of Orthologous Groups) categories: information storage and processing (1), cellular processes and signaling (2), metabolism (3) and unknown function or poorly characterized (4), nearly the same −10 and −35 motifs as described above were present in each group (data not shown). Slight deviations were detected only for the weaker conserved positions of the two motifs. In group 1, a weakly conserved guanine was observed at the second position upstream of the −10 region. In groups 1 and 2, thymine at the last position of the -35 region is slightly more conserved than adenine. The first three bases (ttg) of the −35 region were marginally less conserved in group 4.

The 21 transcripts with the highest abundance (section “Transcript abundances of *B. methanolicus* MGA3”) and with an available upstream region showed conserved −10 and -35 elements, however, certain differences to the above described consensus motifs were found: The third position of the −10 hexamer showed no conservation at all (TAnaaT), while the first three bases of the −35 region (tTg) and especially the second position were slightly more conserved (data not shown).

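Of the 41 chromosomal genes above log-RPKM 1600, hxlA, gltA and 19 others (21 in all) had a TSS of their own, with 44 TSSs together. Their −10 hexamer read TAtaaT, with T at the third position in 52.3% of the 44 sequences. Hexamers were picked with the matrices of all 5′-UTR TSSs, so the values measure similarity to that motif. In the −35 hexamer the first and second T were present in 90.9% each and the G in 79.5%, and 68.2% of the sequences had at least 4 bases of TTGACA. With a single TSS per gene (n = 21), the third position of the −10 hexamer was T in 52.4%, the second T of the −35 hexamer was present in 85.7%, and 52.4% had 4 bases of TTGACA. By class of abundance the median summed score of both hexamers was 4.31 at log-RPKM 0 (3.86 to 4.99), 5.07 in the low, 4.86 in the middle, 5.20 in the high and 5.48 (4.77 to 6.36) in the very high class (natural log odds), with overlapping intervals of the end classes.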

### Determination of operon structures based on the whole transcriptome data set

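Operons were derived by the authors from the whole transcriptome library, whose reads of 25 nt were mapped in pairs up to 1 kb apart. The deposited lists hold 380 operons and 91 suboperons that were used here, each with its genes. A leader length is stated for 308 of the 380 operons (81.1%). The lists describe the pooled RNA of 1 library. A chain of genes that were linked in it does not show that the genes were transcribed together in every cultivation. From these lists the genes per operon, the suboperons and the abundance of each member gene were computed.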

Using the paired-end sequencing reads from the whole transcriptome approach, an automated search for operon structures in *B. methanolicus* MGA3 was performed. The neighboring genes organized on the chromosome in sense direction were considered to compose a primary operon if they were connected by at least 4 combined read pairs. If TSSs were found within primary operon structures, suboperons were indicated. Upon manual analysis of the RNA-seq data and by literature search, in 28 cases single genes were added to automatically detected operons. In total, 940 monocistronic transcripts were found in the transcriptome of *B. methanolicus* MGA3 and 1,164 genes were components of 381 operons with 94 suboperons (Figure 5). Thus, transcripts were detected for 2,092 of 3,330 (62.8%) annotated genes in the genome of *B. methanolicus* MGA3. 

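The chromosome carried 373 of the 380 operons, pBM69 carried 7 and pBM19 none. Of the suboperons, 89 had genes of a listed operon, in 77 operons (20.3%, 16.5 to 24.6%), and 62 of all 91 (68.1%) started within a gene. The rpsJ operon had 4 suboperons, and ruvA for the Holliday junction helicase and ilvE of branched-chain amino acid biosynthesis had 3 each. Genes of operons numbered 1154, of which 8 belonged to 2 operons, and 925 genes with a TSS in the 5′-UTR lay outside operons. The first gene of 308 of 379 operons (81.3%) had a TSS of its own.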

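An operon or a TSS in its 5′-UTR was listed for 2078 of the 3330 annotated genes (62.4%, 60.7 to 64.0%).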

Most operons (60.5%) consist of two genes and 12 operons comprised 8 or more genes (Table 2). 

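Operons of 2 genes numbered 230 (60.5%, 55.5 to 65.3%), operons of 3 genes 72 (18.9%) and operons of 4 genes 32. The mean was 3.06 genes. Of the large operons, purE of purine biosynthesis and degT had 12 genes, pyrR of pyrimidine biosynthesis and BMMGA3_16020 had 10, and rsbRA, cysH and ilvE had 9. The operons starting with pabB, def1 and hisZ had 8. A suboperon was listed in 6 of these 12, against 33 of the 230 operons of 2 genes (14.3%).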

The two largest operons each comprise 31 genes. 

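The rpsJ operon starts at position 137061 of the chromosome with a leader of 193 nt and the flgB operon at position 1196875 with a leader of 71 nt, and every member of both had a log-RPKM above 0. Transcripts of the rpsJ operon, which holds ribosomal protein genes and rpoA for an RNA polymerase subunit, were abundant, with a median of 1036 and a highest value of 7669.6 for rpmC (ribosomal protein L29). Genes of cell movement in the flgB operon had a median of 146, from 7.73 for BMMGA3_06190, which held 3 reads, to 517 for BMMGA3_06160. Over the 149 operons of at least 3 genes, the first gene was above the last in 75 and below it in 74 (50.3%, 42.4 to 58.3%, exact binomial test across operons, 2-sided, p = 1). The call changed with operons of 2 genes included, where the first gene was above the last in 220 of 379 (58.0%, exact binomial test, 2-sided, p = 0.0020). The difference between operon sizes was not tested, and operons of 1 library are not independent replicates.

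**Figure D2:**
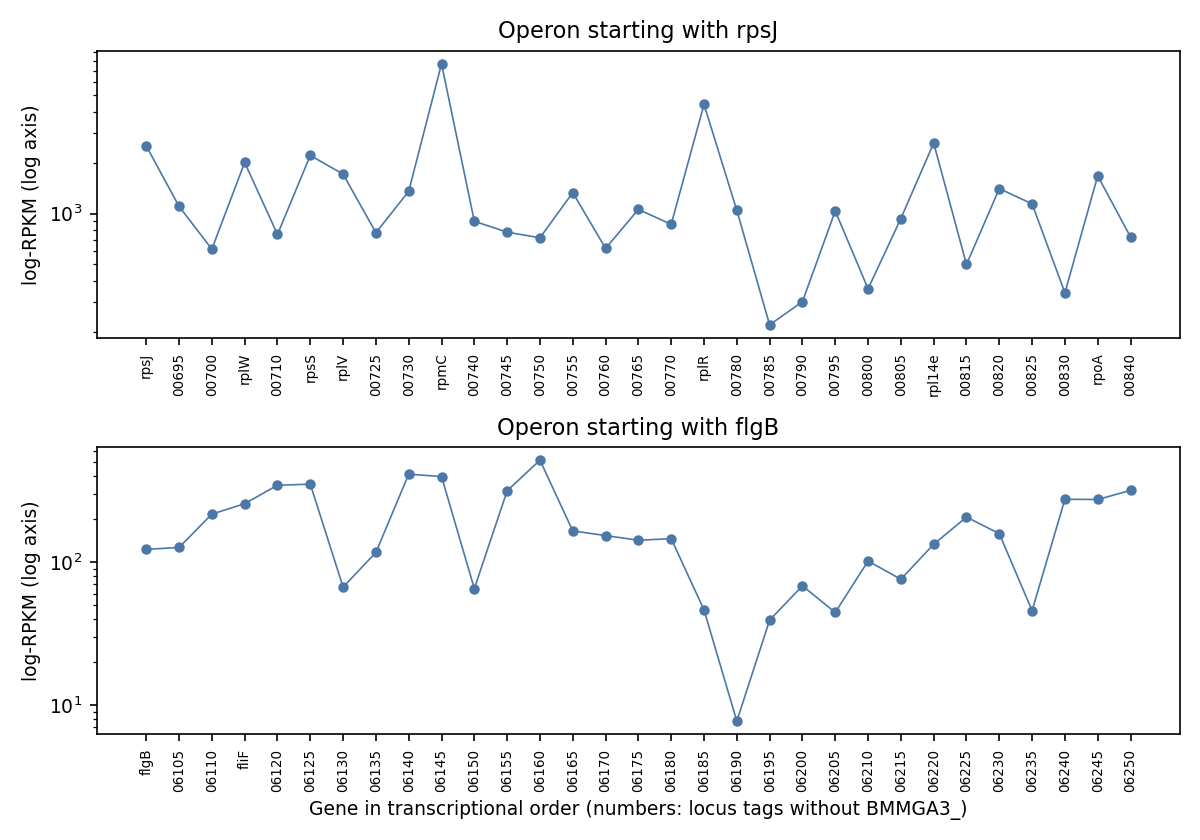
log-RPKM (log axis) of the genes of the rpsJ and flgB operons in transcriptional order, from the whole transcriptome library. The highest points are rpmC (7669.6) and BMMGA3_06160 (517).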

The *flgB* operon is composed of 31 genes responsible for cell movement and chemotaxis in identical gene arrangement as found in *B. subtilis* [29]*.* The *rpsJ* operon with 26 genes coding for ribosomal proteins and five genes of various functions is also present in identical transcriptional gene organization in *B. subtilis* [30]. Only one of the 12 large operons, possibly involved in biosynthesis of amino sugars and their subsequent polymerization, does not have an equivalent in the genome of *B. subtilis*, but these genes can be found in *Bacillus firmus*, *Anoxybacillus tepidamans* and some *Geobacillus* species.

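The genes from degT to BMMGA3_15075 form an operon of 12 genes that starts at position 3001424 on the reverse strand with a leader of 48 nt. Its median log-RPKM was 431, with 88.4 for BMMGA3_15105 and 2110 for BMMGA3_15110. Above it stood the cysH operon of sulfur assimilation (1230.4) and the ilvE operon (944), and below it the pyrR (169) and pabB (134) operons.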

**Figure 5:**
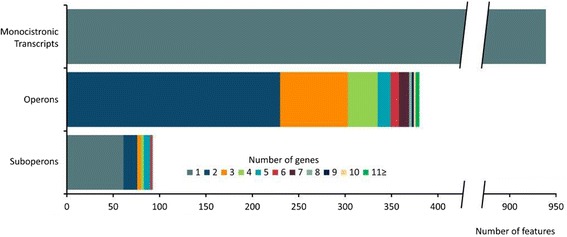
**Analysis of operon structures and comparison of the number of genes assigned to monocistronic transcripts, primary operons and suboperons, identified in** ***B. methanolicus*** **MGA3.** The bars represent the different categories of transcripts. Within each category the number of genes is highlighted with a color code as depicted in the legend below.

**Table 2:** **Largest identified primary operons on the** ***B. methanolicus*** **MGA3 chromosome**

**Genes**	**No. of genes**	**Strand**	**Putative gene functions**	**Transcriptional organization in** ***B. subtilis*** ^**1**^
*BMMGA3_00690*-*BMMGA3_00840*	31	+	Various, mainly translation and ribosomal structure	Similar, [31]
*BMMGA3_06100*-*BMMGA3_06250*	31	+	Movement and chemotaxis	Similar, [29]
*BMMGA3_01635*-*BMMGA3_01690*	12	+	Purine biosynthesis	Similar, [32]
*BMMGA3_15075*-*BMMGA3_15130*	12	-	Amino sugars biosynthesis and polymerization	No similar operon present
*BMMGA3_05780*-*BMMGA3_05825*	10	+	Pyrimidine biosynthesis	Similar, [33]
*BMMGA3_15975*-*BMMGA3_16020*	10	-	ATP synthesis	[8/10] + 1, [34]
*BMMGA3_12730- BMMGA3_12770*	9	-	Biosynthesis of branched amino acids	[8/9] + 1, [35]
*BMMGA3_01305*-*BMMGA3_01345*	9	+	Control of SigB activity, general stress response	[7/9] + 1, [36]
*BMMGA3_02555*-*BMMGA3_02595*	9	+	Sulfate reduction and activation, siroheme biosynthesis	[8/9]* + 2, [37]
*BMMGA3_00415*-*BMMGA3_00450*	8	+	Folic acid biosynthesis	[7/9]^§^ [38]
*BMMGA3_05870*-*BMMGA3_05905*	8	+	Various, mainly translation, ribosomal structure, signal transduction	[3 + 3/7]^‡^ +2, [39,40]
*BMMGA3_14725*-*BMMGA3_14760*	8	-	Histidine biosynthesis	Similar, [41]

^1^ Genes in the same transcriptional organization as *B. methanolicus* MGA3 are depicted in square brackets. The number of transcripts that are present in the *B. subtilis* genome, but are not associated to the respective operon are indicated after the plus sign.

* In comparison to the *B. methanolicus* MGA3 the gene order is altered.

^§^ In *B. subtilis*, the operon contains one additional gene.

^‡^ In *B. subtilis*, the genes are organized in two separate operons with.

### Identification of novel transcripts in *B. methanolicus* MGA3

Altogether, 525 TSSs belonging to novel transcripts (section “Detection of putative transcription start sites from RNA-seq data of enriched 5′ ends of primary transcripts”) were detected by analysis of the primary transcriptome data set and classified into three categories according to their genomic context: intergenic (83), intragenic (227) or antisense (215). In addition, the whole transcriptome RNA-seq data were used to validate the novel transcripts and to determine their respective 3′-ends. 

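In the 24 genes of Tables 3 and S4 with an intergenic TSS at their first base, small RNAs measured 31 to 536 nt, with 3 on pBM19 and 2 on pBM69. The remaining 3 genes, which encode the small proteins BMMGA3_09917 and BMMGA3_14872 and the toxin BsrG, had no listed TSS within 3 nt of their start. At other positions lay 59 of the 83 intergenic TSSs. The abundance table holds no value for the small RNAs.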

When sequences downstream of the 83 intergenic TSSs were analyzed using ORF finder, BLAST and the Rfam database [42], 27 novel intergenic genes were identified, 24 of which coded for small RNAs (sRNA) of known or unknown function. Three novel genes encoding small and so far not annotated proteins in the *B. methanolicus* MGA3 genome were also found (Table 3 and Additional file 4: Table S4). Furthermore, 11 gene remnants with similarities to at least one homologous protein in another species were found (data not shown). Among the newly identified small RNAs was the small cytoplasmic RNA scRNA (named 4.5S in *E. coli*). 

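The scRNA gene BMMGA3_s0190 lies on the forward strand of the chromosome from position 27291 to 27628 and is 338 nt long. Its first base is an intergenic TSS.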

The scRNA identified in *B. methanolicus* MGA3 is approximately 337 nucleotides in length and is a member of the evolutionarily conserved signal-recognition-particle-like RNA family [43]. Moreover, RNase P RNA (425 nt), two copies of the 6S RNA, tmRNA, which is part of the bacterial ribonucleoprotein complex, and the SR4 RNA, which belongs to a novel toxin-antitoxin system [44], were identified.

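The RNase P RNA gene spans 426 nt from position 2087761 to 2087336 on the reverse strand, and the copies of 6S RNA span 212 and 231 nt, from 2278029 and 2437070. The tmRNA gene spans 418 nt from position 2890631 and SR4 RNA 175 nt from 1925025, while bsrG lies on the opposite strand from 1924777 to 1924908. All of these except bsrG start with a listed TSS.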

**Table 3:** **Novel transcripts with known function identified in** ***B. methanolicus*** **MGA3**

**Name**	**Locus tag**	**Class**	**Feature start**	**Feature stop**	**Length**	**Strand**
4.5S RNA/scRNA	*BMMGA3_s0190*	sRNA	27,291	27,628	307	+
RNase P RNA	*BMMGA3_s0200*	sRNA	2,087,761	2,087,336	425	-
6S RNA/SsrS	*BMMGA3_s0210*	sRNA	2,278,029	2,277,818	211	-
6S RNA/SsrS	*BMMGA3_s0220*	sRNA	2,437,070	2,436,840	230	-
tmRNA/SsrA	*BMMGA3_s0230*	sRNA	2,890,631	2,890,214	417	-
SR4 RNA	*BMMGA3_s0240*	sRNA	1,925,025	1,924,851*	174	-
*bsrG*	*BMMGA3_9642*	Protein	1,924,777	1,924,908	132	+

*The stop of this feature was approximated based on the published sequence in *B. subtilis* [44] and the terminator predication with ARNold [45].

For 225 of the 227 intragenic TSSs an intragenic sense transcript was found (Additional file 5: Table S5). 

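ypiA for a TPR repeat protein, ytcI for a putative acyl-CoA ligase and BMMGA3_10410 each carried 3 intragenic TSSs, the most of any gene, at log-RPKM values of 677, 192 and 151. Of the positions in Table S5, 223 of 225 matched a TSS listed as intragenic. The 225 listed TSSs belonged to 193 genes, of which 29 had at least 2. The 176 that lie within the coordinates of their listed gene were spread over the coding region, with 22.7% in the part nearest the start codon, 23.9% and 25.0% in the middle parts and 28.4% in the part nearest the stop codon, for parts of equal length.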

Interestingly, about one third of the intragenic TSSs were found within operons. 

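A gene of an operon other than the first held 80 of the 225 intragenic TSSs (35.6%, 29.6 to 42.0%). With the first genes included it was 119 (52.9%), against 34.6% of all annotated genes that belong to an operon. For 48 TSSs the position lies in a gene other than the listed one, and by the gene that holds the position, an assignment made after the data were seen, the share was 26.7%.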

Their promoter motifs were found to be nearly identical to the -35 and -10 elements recognized by the housekeeping sigma factor (data no shown).

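Before the 225 intragenic TSSs, for example those in ypiA, a −10 motif was present in 89.8% of the sequences, against 49.6% of shuffled ones. The TGN extension was present in 29.8%, and 35.6% had at least 4 bases of the −35 consensus, against 25.3%. The matrices were those of the 5′-UTR TSSs, so the values measure similarity to that motif.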

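The antisense transcripts of Table S6 measured 22 to 1419 nt, with a median of 154 nt (118 to 193 nt), and 151 of 152 started at a TSS listed as antisense. The chromosomal genes with an antisense TSS had a low median log-RPKM of 62.3 (191 genes), at percentile 0.59 of random lists of matched gene length and at 4.535, no longer called low, without matching. Genes with abundant transcripts of their own were among the affected, as rny for ribonuclease Y had a log-RPKM of 2180, gltA for glutamate synthase 1780 and prfA for peptide chain release factor 1 had 896.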

For 152 of the 215 antisense TSSs transcripts longer than 20 nt were found (Additional file 6: Table S6). Of those, 114 (75.0%) were *cis-*antisense RNAs that overlap with coding regions on the complementary strand, 19 (12.5%) were located antisense to a 5′- or 3′-UTR of an annotated gene and 19 (12.5%) were located antisense to a coding region and additionally overlapped the respective 5′- or 3′-UTR. 

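By the locations the authors give, 114 of 152 transcripts (75%) lay within a coding region, 13 opposite a 3′-UTR and 6 opposite a 5′-UTR. Coding region and 3′-UTR were both overlapped by 17, coding region and 5′-UTR by 2.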

The 152 antisense genes are preceded by a conserved housekeeping sigma factor −10 motif, but lack conserved -35 motifs (data no shown). 

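Before the 215 antisense TSSs, among them those opposite rny and gltA, a −10 motif was present in 82.3% of the sequences (76.7 to 86.8%), against 49.4% of shuffled ones. A −35 hexamer with at least 4 bases of TTGACA was present in 39.1% (32.8 to 45.7%), against 25.0% on average and 33.0% at most in shuffled sets. TGN preceded the −10 hexamer in 21.9% (shuffled 5.54%, at most 9.77%). The matrices were again those of the 5′-UTR TSSs.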

The majority of them are genes of unknown function or only poorly characterized (47%) or involved in metabolism (24%). 

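The pairs are yitU and yitV, hemA of heme biosynthesis and BMMGA3_12700, aroG2 of aromatic amino acid biosynthesis and BMMGA3_13335, and BMMGA3_03430 against yfhP, 7 genes whose 11 TSSs are all listed. Their leaders ran from 84 nt before BMMGA3_12700 to 362 nt before BMMGA3_03430. In each pair the abundances differed: 596 for aroG2 against 56.2 for BMMGA3_13335, 136 for hemA against 0 for BMMGA3_12700, 155 for yitV against 84.4 for yitU, and 129 for BMMGA3_03430 against 35.9 for yfhP. With 1 library, no change of a gene with its partner can be measured.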

Interestingly, besides these 152 antisense genes, the genome of *B. methanolicus* contains 11 transcribed 5′-UTRs located antisense to the 5′-UTR or the coding region of a neighboring gene.

### Uncovering of *cis*-regulatory RNA elements by the analysis of 5′-UTRs

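Of the 67 units of Tables 4 to 7, 66 had a TSS used here before their first gene. The longest was trpE, behind a tandem T-box, and the shortest gltX for glutamyl-tRNA synthetase with 29 nt, whose T-box stands within the unit before cysE. In 64 of the 66 units the leader was over 100 nt, and rplS had exactly 100 nt. The median was 292 nt (245 to 322 nt). A further 275 genes had a leader over 100 nt and are in none of the tables, with a median of 154 nt, among them yurR (498 nt), ssuA2 (493 nt) and thiM2 (488 nt), named after their values were seen. Altogether 339 of 1266 genes (26.8%) had a leader over 100 nt.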

Manual inspection of 342 identified 5′-UTRs longer than 100 nucleotides (the longest leader sequence was chosen if multiple TSSs were found) and comparison to the Rfam database [42] revealed 75 putative *cis-*regulatory elements present in 68 different 5′-UTRs (Tables 4, 5, 6 and 7). Remarkably, two consecutive *cis-*regulatory elements were present in seven 5′-UTRs. 41 putative riboswitches were found (Table 4) including those likely recognizing adenosylcobalamin (AdoCbl), flavin mononucleotide (FMN), S-adenosylmethionine (SAM), thiamine pyrophosphate (TPP), glycine, lysine, purines, 7-aminoethyl 7-deazaguanine (preQ1), cyclic diguanylate monophosphate (cyclic di-GMP), cyclic diadenylate monophosphate (c-di-AMP), and glucosamine-6-phosphate (GlcN6P). 

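All 41 units of Table 4 had leaders over 100 nt, from 116 nt before BMMGA3_15380 to 623 nt, with a median of 284 nt. The most abundant first gene was cysH of sulfur assimilation (log-RPKM 1371, leader 476 nt), and the median over the first genes was 229. By the first locus tag printed in Table 4, which in units on the reverse strand is the last gene, the median was 180. It stood at percentile 99.5 of 10000 random lists of chromosomal genes of the same size, at 92.8 when only genes above 0 were compared, and at 99.95 by the first transcribed genes. The units were found through leaders with a TSS in the same RNA, while random lists also hold genes without one. The percentiles may therefore stand too high.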

Three putative cobalamin riboswitches were upstream of operons for cobalamin transport and biosynthesis, ribonucleotide-diphosphate reductase NrdAB and a B_12_-independent methionine synthase (Table 4). 

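Leaders were 333 nt before yvrC of cobalamin transport (log-RPKM 412), 418 nt before metE for the B12-independent methionine synthase (88.9) and 380 nt before BMMGA3_09290 (nrdAB, 180.1).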

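The ribD transcript of riboflavin biosynthesis, with a leader of 483 nt, stood at log-RPKM 185. That of fmnP (BMMGA3_10940) for a riboflavin transporter had a leader of 319 nt and stood at 18.7, with 15 reads.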

Putative FMN riboswitches are located in front of the *ribD* operon for riboflavin biosynthesis and the *fmnP* gene encoding a riboflavin transporter. 

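Among genes with thiamine pyrophosphate (TPP) riboswitches, thiD had a leader of 531 nt and a log-RPKM of 608, tenI 172 nt and 306, and thiW 239 nt and 76.1.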

The *tenI* and *thiD* operons, and *thiW* thiamine transporter gene are preceded by putative TPP riboswitches. Moreover, putative TPP riboswitches are located upstream of two similar versions of an operon containing taurine ABC transporter genes *tauB* and *tauC*. 

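BMMGA3_09470, annotated as tauA, had a leader of 227 nt and a log-RPKM of 287, and tenA (BMMGA3_07350) a leader of 280 nt and 85.3.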

Putative glycine riboswitches are located upstream of the glycine utilization operon *gcvT* and the gene *BMMGA3_03000* encoding an uncharacterized protein. 

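The gcvT leader, in front of the genes for glycine cleavage, was 404 nt long and the transcript stood at log-RPKM 217. For BMMGA3_03000 the leader was 243 nt and the log-RPKM 150.1. The gene BMMGA3_01150 of the lysine riboswitch had a leader of 337 nt and stood at 14.2.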

A lysine riboswitch precedes the putative arginine/ornithine antiporter gene (Table 4). 

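The purine genes differed in abundance: guaA for GMP synthetase stood at log-RPKM 717 with a leader of 277 nt, purE at 439 (238 nt), pbuG for a purine transporter at 114 (442 nt) and xpt for xanthine salvage at 109.6 (231 nt).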

In *B. methanolicus* MGA3*,* 4 purine riboswitches were found upstream of the *pur* operon for *de novo* biosynthesis of purines, the *xpt*-*pbuX* operon for xanthine salvage and catabolism, *guaA* encoding for GMP synthetase and the transporter gene *pbuG*. 

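The queF leader was 183 nt long and the queC leader 119 nt, and both transcripts of queuosine biosynthesis were of similar abundance (log-RPKM 121 and 129.8).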

Putative PreQ1 riboswitches were identified upstream of the *queC*-*queD*-*queE* operon and the *queF* gene. Four putative c-di-GMP riboswitches precede genes of unknown function, the *sinI* gene encoding the antagonist of biofilm regulator SinR and the *BMMGA3*_*04760*-*BMMGA3*_*04765* operon which is composed of genes participating in c-di-GMP turn-over. 

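Of the c-di-GMP units, BMMGA3_15380 stood highest at log-RPKM 289, followed by sinI (BMMGA3_08510) at 72.4 with a leader of 143 nt, BMMGA3_15625 at 63.8 (267 nt) and BMMGA3_04760 at 44.9 (200 nt). Only 15 reads fell in sinI, 20 in BMMGA3_15625 and 45 in BMMGA3_04760, so the order among these genes is uncertain.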

The presence of a *glmS* riboswitch was detected in the 5′-UTR of *glmS* transcript.

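The glmS leader measured 344 nt, and the transcript for glutamine-fructose-6-phosphate transaminase stood at log-RPKM 350.3.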

**Table 4:** **Riboswitches identified in** ***B. methanolicus*** **MGA3 and their respective transcriptional organization, ligand and function**

**Riboswitch and its transcriptional organization**	**Ligand**	**Related function**	**Locus tag(s)**
(AdoCbl)^*^-*yvrC*-*yvrB*-*BMMGA3*_*01180*-*cobD*-*BMMGA3*_*01190*-*cobU*-*cobQ*	Adenosylcobalamin	Cobalamin biosynthesis and transport	*BMMGA3*_*01170- BMMGA3_01200*
(AdoCbl)-*metE*		B_12_-independent methionine synthase	*BMMGA3_08635*
(AdoCbl)-*nrdAB*		Ribonucleotide-diphosphate reductase	*BMMGA3_09290*
(FMN)-*ribD*-*ribE*-*ribBA*-*ribH*	Flavin mononucleotide	Riboflavin biosynthesis	*BMMGA3_09890-BMMGA3_09905*
(FMN)-*fmnP*		Riboflavin transport	*BMMGA3*_*10940*
(SAM)-*BMMGA3*_*009040*	S-adenosylmethionine	Unknown function	*BMMGA3*_*09040*
(SAM)-*metK*		S-adenosylmethionine synthesis	*BMMGA3*_*13565*
(SAM)-*cysH*-*sat*-*cysC*-*nirA*-*BMMGA3*_*02575*-*cobA*-*sirB1*-*ytnM*		Sulfur assimilation	*BMMGA3*_*02555*-*BMMGA3*_*02595*
(SAM)-*metN-metP-metQ*		Methionine ABC transporter	*BMMGA3_14365-BMMGA3_14375*
(SAM)-*mtnW*-*mtnX*-*mtnB*-*mtnD*		Methionine salvage	*BMMGA3*_*05045*-*BMMGA3*_*05060*
(SAM)-*BMMGA3*_*01840*-*BMMGA3*_*01845*-*BMMGA3*_*01850*		Unknown function	*BMMGA3*_*01840*-*BMMGA3*_*01850*
(SAM)-*dmoA*		DMS degradation	*BMMGA3*_*09055*
(SAM)-*mtnK*		Methionine salvage	*BMMGA3*_*05030*
(SAM)-*BMMGA3*_*08645*-*BMMGA3*_*08640*		Unknown function	*BMMGA3*_*08640*-*BMMGA3*_*08645*
(SAM)-*BMMGA3*_*03025*		Methionine biosynthesis	*BMMGA3*_*03025*
(SAM)-*BMMGA3*_*14380*		Methionine biosynthesis	*BMMGA3*_*14380*
(SAM)-*metI*-*metC*-*yitJ-metH*		Methionine biosynthesis	*BMMGA3*_*08600*-*BMMGA3*_*08615*
(SAM)-(PyrR)- *BMMGA3*_*09265*-*BMMGA3*_*09270*		Major Facilitator Superfamily (MFS) transporter	*BMMGA3*_*09265*-*BMMGA3*_*09270*
(SAM)-(PyrR)-*BMMGA3*_*03030*-*ssuA1*-*ssuC1*-*ssuB1*-*acsA1*-*thrA*		Sulfonate uptake	*BMMGA3*_*03030*-*BMMGA3*_*03055*
(SAM)-(PyrR)-*metN1*-*metP1*-*metQ1*		Methionine ABC transporter	*BMMGA3*_*08730*-*BMMGA3*_*08740*
(TPP)-*thiD*-*thiE*	Thiamine pyrophosphate	Biosynthesis of thiamine	*BMMGA3*_*03005*-*BMMGA3*_*03010*
(TPP)-*tenA*-*tauB*-*tauC*		ABC transporter	*BMMGA3*_*07350*-*BMMGA3*_*07360*
(TPP)-*thiW*		Thiamine uptake	BMMGA3_01780
(TPP)-*tauA*-*BMMGA3*_*09465*-*tauC*-*tauB*-*tatD*		ABC transporter	*BMMGA3*_*09450*-*BMMGA3*_*09470*
(TPP)-*tenI*-*thiO*-*thiS*-*thiG*-*moeB*		Biosynthesis of thiamine	*BMMGA3*_*01095*-*BMMGA3*_*01115*
(Gly)-*gcvT*-*gcvPA*-*gcvPB*	Glycine	Glycine utilization	*BMMGA3*_*11545*-*BMMGA3*_*11555*
(Gly)-*BMMGA3*_*03000*		Unknown function	*BMMGA3*_*03000*
(Lys)-*BMMGA3*_*01150*	Lysine	Arginine/ornithine antiporter	*BMMGA3*_*01150*
(Pur)-*pbuG*	Purines	Hypoxanthine and guanine uptake	*BMMGA3*_*01600*
(Pur)-*guaA*		Purine salvage	*BMMGA3*_*01595*
(Pur)-*purE*-*purK*-*purB*-*purC*-*purS*-*purQ*-*purL*-*purF*-*purM*-*purN*-*purH*		Purine biosynthesis	*BMMGA3*_*01635*-*BMMGA3*_*01690*
(Pur)-*xpt*-*pbuX*		Xanthine salvage and catabolism	*BMMGA3*_*10440*-*BMMGA3*_*10445*
(PreQ_1_)-*queF*	7-amminomethyl-7-deazaguanine	Queuosine biosynthesis	*BMMGA3_03100*
(PreQ_1_)-*queC*-*queD*-*queE*		Queuosine biosynthesis	*BMMGA3_09070-BMMGA3_09080*
(c-di-GMP)-*BMMGA3*_*15625*	Cyclic di-GMP	Unknown function	*BMMGA3*_*15625*
(c-di-GMP)-*BMMGA3*_*04760*-*BMMGA3*_*04765*		Intracellular signal transduction	*BMMGA3*_*04760*-*BMMGA3*_*04765*
(c-di-GMP)-*sinI*		Control of biofilm formation	*BMMGA3*_*08510*
(c-di-GMP)-*BMMGA3*_*15380*		Unknown function	*BMMGA3*_*15380*
(ydaO/yuaA)-*BMMGA3_02260*	Cyclic di-AMP	Membrane protein	*BMMGA3*_*02260*
(ydaO/yuaA)-*BMMGA3_14870*		Amino acid permease	*BMMGA3*_*14870*
(glmS)-*glmS*	Glucosamine-6-phosphate	Glutamine-fructose-6-phosphate transaminase	*BMMGA3*_*01020*

**Table 5:** **T-boxes identified in** ***B. methanolicus*** **MGA3 and their respective transcriptional organization, affected amino acid biosynthesis and related function**

**T-box and its transcriptional organization**	**Affected amino acid biosynthesis**	**Related function**	**Locus tag(s)**
(T-box)*-*alaS*	Alanine	aaRS	*BMMGA3_12250*
*gltX*-(T-box)-*cysE*-*cysS*-*mrnC*-*yacO*-*yacP*	Cysteine	Amino acid biosynthesis, aaRS, maturation of 23S rRNA	*BMMGA3_00580-BMMGA3_00605*
(T-box)-*glyQS*	Glycine	aaRS	*BMMGA3_11920*
(T-box)-*hisS*-*aspS*	Histidine and aspartate	aaRS	*BMMGA3_12305-BMMGA3_12310*
(T-box)-*ileS*	Isoleucine	aaRS	*BMMGA3_05760*
(T-box)-*leuS*	Leucine	aaRS	*BMMGA3_13510*
(T-box)-*pheS*	Phenylalanine	aaRS	*BMMGA3_12925*
(PyrR)(T-box)-*proI*	Proline	Amino acid biosynthesis	*BMMGA3_11220*
(PyrR)(T-box)-*serS*	Serine	aaRS	*BMMGA3_00090*
(T-box)-*thrS*	Threonine	aaRS	*BMMGA3_12975*
(T-box)(T-box)-*trpE*-*trpGD*-*trpD*-*trpF*-*trpB*-*trpA*	Tryptophan	Amino acid biosynthesis	*BMMGA3_09595-BMMGA3_09625*
(T-box)-*trpS*	Tryptophan	aaRS	*BMMGA3_04510*
(T-box)-*tyrS*	Tyrosine	aaRS	*BMMGA3_13290*
(T-box)-*valS*	Valine	aaRS	*BMMGA3_12655*
(T-box)-*brnQ*	Branched amino acids	Amino acid transport	*BMMGA3_02675*
(T-box)-*ilvB*	Branched amino acids	Amino acid biosynthesis	*BMMGA3_12765*
(T-box)-*cstA1*	-	Carbon starvation protein^§^	*BMMGA3_02765*

*(T-box) = T-box regulatory element; (PyrR) = PyrR binding site; aaRS = aminoacyl-tRNA synthetases; features of an operon are connected with a hyphen.

^§^The whole transcriptome data does not unambiguously clarify if the T-box belongs to the *cstA1* gene.

**Table 6:** **Ribosomal protein leaders identified in** ***B. methanolicus*** **MGA3 and their respective transcriptional organization and function**

**Ribosomal protein leaders and its transcriptional organization**	**Related function**	**Locus tag(s)**
(L10)*-*rplJ-rplL*	Ribosomal proteins	*BMMGA3_00640-BMMGA3_00645*
(L13)-*rplM-rpsI*	Ribosomal proteins	*BMMGA3_00865-BMMGA3_00870*
(L19)-*rplS*	Ribosomal protein	*BMMGA3_06025*
(L20)-*infC-rpmI-rplT*	Translation initiation factor IF-3, ribosomal proteins	*BMMGA3_12960-BMMGA3_12970*
(L21)-*rplU-BMMGA3*_*12500-rpmA*	Ribosomal proteins, protein of unknown function	*BMMGA3*_*12495*-*BMMGA3*_*12505*

*(L10) = L10 leader; (L13) = L13 leader; (L19) = L19 leader; (L20) = L20 leader; (L21) = L21 leader.

**Table 7:** **Other** ***cis-*** **regulatory RNA motifs identified in** ***B. methanolicus*** **MGA3 and their respective transcriptional organization and function**

***cis-*** **regulatory RNA motif and its transcriptional organization**	**Related function**	**Locus tag(s)**
(PyrR)*-*pyrR*-*pyrP*-*pyrB*-*pyrC*-*pyrAA*-*pyrAB*-*pyrK*-*pyrD*-*pyrF*-*pyrE*	Pyrimidine biosynthesis	*BMMGA3*_*05780*-*BMMGA3*_*05825*
(pan)-*panB*-*panC*-*panD*	Biosynthesis of coenzyme A	*BMMGA3*_*10610*- *BMMGA3*_*10620*
(yjdF)-*yjdF*	Unknown function	*BMMGA3*_*03360*
(yybP-*ykoY*)(PyrR)-*ykoY*	Membrane protein	*BMMGA3*_*14085*
(ylbH)^§^	Unknown function	-

*(PyrR) = PyrR binding site; (pan) = *pan* RNA motif; (yjdF) = *yjdF* RNA motif; yybP-ykoY = *yybP*-*ykoY* RNA motif; (ylbH) = *ylbH* RNA motif.

^§^A CDS for a conserved hypothetical protein is located on the opposite strand between the ylbH RNA motif and the next downstream gene.

Another major group of *cis-*regulatory elements in *B. methanolicus* MGA3 are T-boxes [46] that amount for 26.6% of all detected *cis-*regulatory RNA motifs (Table 5). Eighteen T-boxes were identified upstream of genes or operons encoding aminoacyl-tRNA synthetases, proteins involved in amino acid biosynthesis and transport (Table 5). 

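The aminoacyl-tRNA synthetase genes leuS (log-RPKM 497, leader 378 nt), tyrS (487, 294 nt), hisS (283, 336 nt) and trpS (269, 460 nt) and the acetolactate synthase gene ilvB (597, 339 nt) carried T-boxes and were abundant. At the low end stood thrS (102), proI (63.3), cstA1 (53.8) and the branched-chain amino acid carrier gene brnQ, which had 25 reads and was listed at 0. Of 17 units, 16 had leaders over 100 nt, with a median of 322 nt. The median log-RPKM of the first genes was 234. The median of the list by the first printed locus tag (213) stood at percentile 98.0 of random lists, and at 93.0 among genes above 0, 97.4 with lists matched on gene length and 92.05 among genes with a product in the files (a set chosen after the data were seen), all below the limit for a high list.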

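The genes rplS for ribosomal protein L19 (log-RPKM 2249), rplJ (1132), rplM for L13 (597, leader 104 nt), rplU for L21 (509, 109 nt) and infC for initiation factor IF-3 (472, 226 nt) carried the 5 leaders.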

Five auto-regulatory leader structures of ribosomal protein genes [47] were found (Table 6). Eleven further *cis-*regulatory RNA motifs were uncovered including a PyrR binding site preceding the *pyr* operon responsible for pyrimidine biosynthesis, *pan*, *yjdF*, and *yybP*-*ykoY* RNA motifs upstream of the *panB* operon, *yjdF* and *ykoY*, respectively, as well as the *ylbH* leader (Table 7).

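The pyrR leader was 185 nt long and the transcript stood at log-RPKM 180, panB at 263 with a leader of 188 nt and ykoY at 49.0 with 235 nt. The yjdF unit had no TSS used here before its gene BMMGA3_03360, which stood at log-RPKM 340 with 225 reads.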

### Transcript abundances of *B. methanolicus* MGA3

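Transcript abundance was computed by the authors from the whole transcriptome library as log-RPKM. In spite of its name the deposited value is on a linear scale: it is an RPKM of a read number that the authors derived from the mean logarithm of read starts per covered position of a gene. By this formula a gene whose reads all start at different positions would get its number of reads. None of the 147 genes with 5 to 8 reads has that value, and 0 may be listed in its place. Read starts are not listed, so this could not be checked gene by gene. Each replicon was normalized on its own, so chromosomal and plasmid values have no common scale. Beside it, the deposited tables give the mapped reads and the plain RPKM of all 3330 genes. From these columns classes, shares and medians were computed, with no replicate and therefore no test between conditions.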

All 3,225 loci for annotated chromosomal genes present in the genome were analyzed with respect to their transcript abundances in the cells. Normalization by calculating log-RPKM values allowed comparison between genes as well as within one or different datasets (see section “Calculation of transcript abundances in *Bacillus methanolicus* MGA3”). Transcripts were detected for 2,529 of 3,225 gene loci (78.4%). 

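Above 0 were 2529 of 3225 genes (78.4%, 77.0 to 79.8%), with hxlA at the top. Of the 696 genes at 0, 118 had no mapped read and 578 had reads, 174 of them at least 10, led by BMMGA3_09510 (49 reads), BMMGA3_01610 (44) and BMMGA3_10670 (40), which were named after their values were seen. The median was 4 reads in genes at 0 and 140 in genes above 0. The share of genes listed at 0 fell from 95.1% at 1 to 4 reads to 45.5% at 10 to 19 reads, and no gene with 50 or more reads was listed at 0. Counting genes with at least 10 reads as detected, a limit chosen after the data were seen, gave 82.1%.

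**Figure D3:**
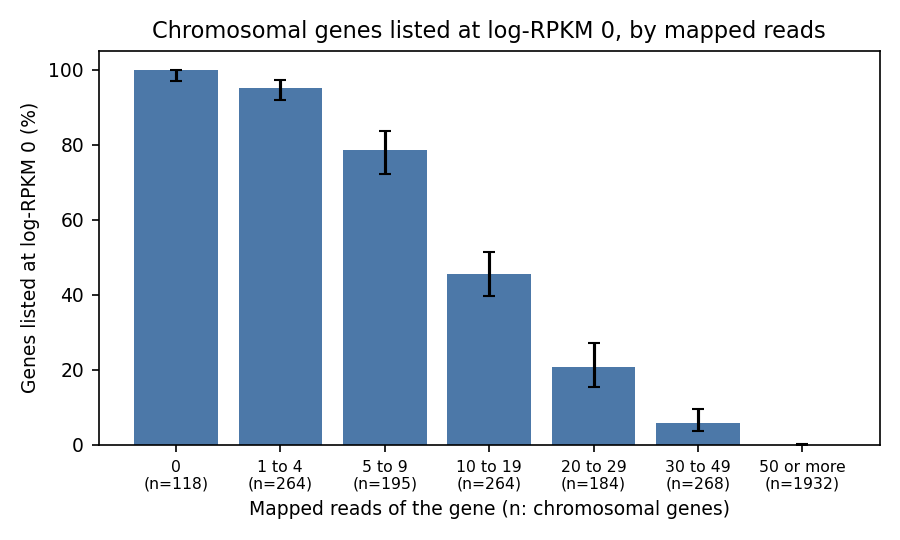
Share of chromosomal genes listed at log-RPKM 0 (%) by mapped reads of the gene, with 95% Wilson intervals and the number of genes. It is 95.1% at 1 to 4 reads and 5.97% at 30 to 49 reads.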

Genes that do not have an annotated function or encode hypothetical proteins are overrepresented among the non-transcribed genes (64.2% of the non-transcribed as compared to 23.4% of all genes). Similarly, short ORFs up to 300 nt are over-represented among the non-transcribed genes (34.7% as compared to 11.1%). 

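Whether hypothetical genes were over-represented was not analysed here, because the deposited files give a product or a name for only 1539 of the 3225 chromosomal genes (47.7%). Genes with a product in the files, such as spo0A (log-RPKM 529.6) or comK (332), had a median of 117, and genes without had one of 53.9. Products were taken from the lists of TSSs, operons and suboperons and, for very high genes, from Table 8, so this difference does not measure annotation.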

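Genes up to 300 nt made up 243 of the 696 genes at 0 (34.9%, 31.5 to 38.5%) and 287 of the 2529 genes above 0 (11.3%), an odds ratio of 4.19 (Fisher's exact test across genes, 2-sided, p = 1.4e-43, genes of 1 library are not independent replicates). They were 73 of the 118 genes without any read (61.9%). Genes at 0 had a median length of 457.5 nt, against 810 nt for the others.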

Abundances of the transcribed genes were arbitrarily divided into 4 classes: ‘Low’, ‘Middle’, ‘High’ and ‘Very high’. The genes with ‘Very high’ transcript abundance constitute 1.3% of all chromosomal genes (Table 8). Of those 41 genes, 17 genes encode proteins related to transcription, translation or chaperone-assisted degradation, which is typical in bacteria [48]. 

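After hxlA at 12308 came phi for hexulose-6-phosphate isomerase (8086), rpmC (7669.6), BMMGA3_06005 (5873), BMMGA3_00355 (4649.7), rplR for ribosomal protein L18 (4412), ssb for single-stranded DNA-binding protein (4261), ywlF (3473), rpsG for ribosomal protein S7 (3468) and gltB (3302). These 10 genes took 8.54% of the reads in chromosomal genes, and 9 of them were also the top 10 by plain RPKM. The 41 genes over 1600 were 1.27% of the chromosomal genes and took 19.9% of the reads. Of these 41, 37 were also among the highest 41 by plain RPKM.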

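By the categories of Table 8, 17 of the 41 genes belong to translation (13), transcription (2) or posttranslational modification and chaperones (2), 10 to amino acid metabolism, 4 to carbohydrates and 2 to energy. The list of ribosomal protein genes, drawn by product, has 22 members, among them prmA for a methyltransferase of ribosomal protein L11 (247), which is no ribosomal protein gene. It had a median log-RPKM of 1082, from 237 for rplK to 7669.6 for rpmC, above 10000 random lists of the same size (percentile 100). Arginine biosynthesis, with argG for argininosuccinate synthase (2738) and argF for ornithine carbamoyltransferase (2434) at its top, had a median of 2207 over 5 genes. Of these 5 genes, 4 were in the very high class, as were 8 of 22 in the ribosomal list. Genes without a product in the files got one from Table 8 only when very high. Such genes could enter a list because of their abundance, so both medians and their ranks may stand too high. The lists were also chosen after Table 8 had been read. Chaperones and proteases reached 654, led by groES (2498), and oxidative stress defence 757, led by ykuU (2670) and sodA for superoxide dismutase (2511).

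**Figure D4:**
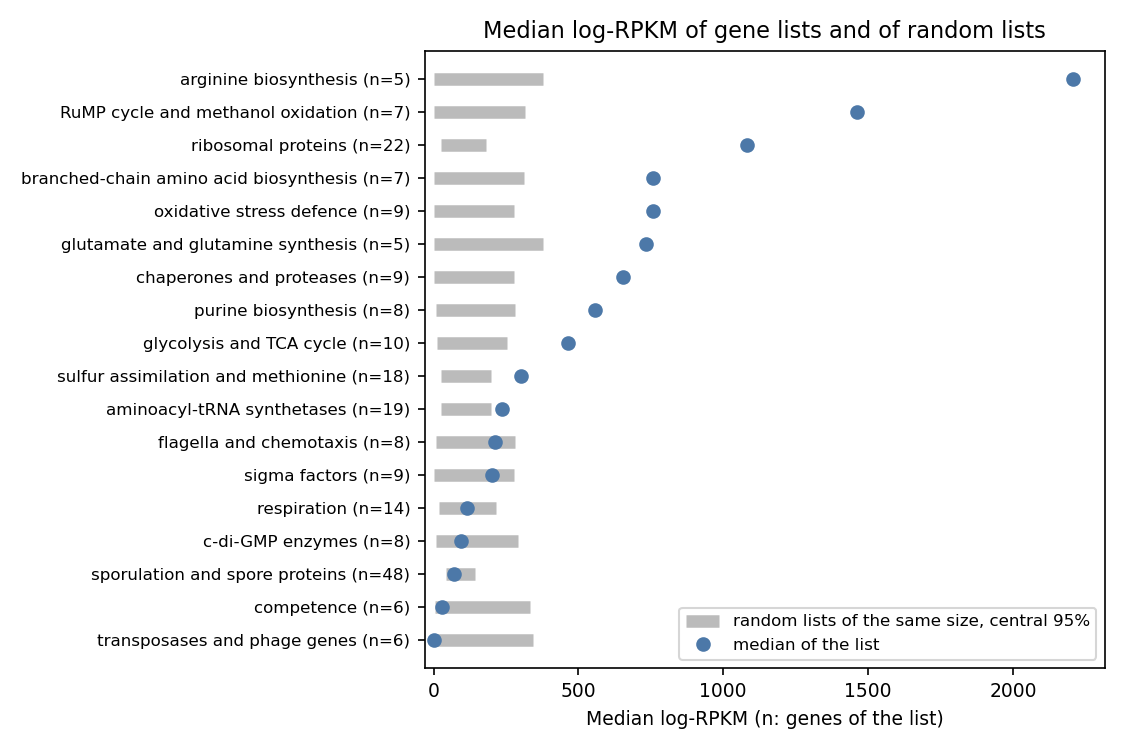
Median log-RPKM of gene lists (points) with the central 95% of the medians of 10000 random lists of the same size (grey), for the chromosomal genes of the whole transcriptome library. Arginine biosynthesis (2207) lies farthest to the right, transposases and phage genes at 0. Lists with very high members may lie too far right, since Table 8 supplied names for very high genes only.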

Four genes with ‘Very high’ transcript abundance encode the methylotrophic enzymes 3-hexulose-6-phosphate synthase (*hps*), 6-phospho-3-hexuloisomerase (*phi*), 6-phosphofructokinase (*pfk*) and ribose 5-phosphate isomerase (*rpi*). All those genes encode proteins of the RuMP and the high abundance of their transcripts may be due to the fact that methanol was used in most cultivations from which RNA was initially prepared for RNA-seq analysis.

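On the chromosome, hxlA (hps) held 29758 reads and phi 11283, and they stood at ranks 1 and 2 of 3225 genes. ywlF (rpiB) for ribose 5-phosphate isomerase followed at rank 8 and pfkA at 1695, rank 39. A list of 7 chromosomal genes of the ribulose monophosphate cycle and of methanol oxidation, drawn by gene name and therefore without ywlF, had a median of 1462, above all 10000 random lists, although medH1 and medH2 for methanol dehydrogenases stood low. From the high abundance of these genes the paper proposes that the methanol used in most of the cultivations accounts for it. In the pooled library the cultivations cannot be separated.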

**Table 8:** **Highly abundant transcripts of** ***B. methanolicus*** **MGA3** ^**a**^

**Gene name** ^**b**^	**Gene product**	**log-RPKM**	**Functional category**
*hps*	3-hexulose-6-phosphate synthase	12,308	Carbohydrate transport and metabolism
*phi*	3-hexulose-6-phosphate isomerase	8,086	Carbohydrate transport and metabolism
*rpiB*	Ribose 5-phosphate isomerase	3,473	Carbohydrate transport and metabolism
*pfkC*	6-phosphofructokinase	1,695	Carbohydrate transport and metabolism
*BMMGA3_16000*	F0F1 ATP synthase subunit B	1,840	Energy production and conversion
*yumB*	NADH dehydrogenase-like protein YumB	1,689	Energy production and conversion
*gltB*	Glutamate synthase [NADPH] small chain	3,302	Amino acid transport and metabolism
*ilvE*	Putative aminotransferase	3,134	Amino acid transport and metabolism
*argG*	Argininosuccinate synthase	2,738	Amino acid transport and metabolism
*argF*	Ornithine carbamoyltransferase	2,434	Amino acid transport and metabolism
*ilvC*	Ketol-acid reductoisomerase	2,265	Amino acid transport and metabolism
*argB*	Acetylglutamate kinase	2,207	Amino acid transport and metabolism
*argH*	Argininosuccinate lyase	2,187	Amino acid transport and metabolism
*BMMGA3_12455*	L-aspartate oxidase	2,028	Amino acid transport and metabolism
*gltA*	Glutamate synthase [NADPH] large chain	1,780	Amino acid transport and metabolism
*cysK*	Cysteine synthase	1,758	Amino acid transport and metabolism
*BMMGA3_01295*	Putative transcriptional regulator, CopG family	2,378	Transcription
*rpoA*	DNA-directed RNA polymerase subunit alpha	1,670	Transcription
*rpmC*	50S ribosomal protein L29	7,670	Translation
*BMMGA3_00355*	hypothetical protein	4,650	Translation
*rplR*	50S ribosomal protein L18	4,412	Translation
*rpsG*	30S ribosomal protein S7	3,468	Translation
*rpl14e*	50S ribosomal protein L14e	2,607	Translation
*rpsJ*	30S ribosomal protein S10	2,511	Translation
*rplS*	50S ribosomal protein L19	2,249	Translation
*rpsS*	30S ribosomal protein S19	2,204	Translation
*rplW*	50S ribosomal protein L23	2,004	Translation
*ybxF*	50S ribosomal protein L7Ae	1,977	Translation
*rpsU*	30S ribosomal protein S21	1,786	Translation
*BMMGA3_12500*	hypothetical protein	1,733	Translation
*rplV*	50S ribosomal protein L22	1,710	Translation
*ykuU*	Thioredoxin-like protein	2,670	Posttranslational modification, secretion, and vesicular transport
*groES*	co-chaperonin GroES	2,498	Posttranslational modification, secretion, and vesicular transport
*sodA*	Superoxide dismutase [Mn]	2,511	Inorganic ion transport and metabolism
*cysC*	Adenylyl-sulfate kinase	1,925	Defense mechanisms
*BMMGA3_06005*	hypothetical protein	5,873	Function unknown
*ssb*	Single-stranded DNA-binding protein	4,261	Function unknown
*BMMGA3_02575*	hypothetical protein (duf3906)	1,757	Function unknown
*BMMGA3_03940*	small, acid-soluble spore proteins	1,728	Function unknown
*rny*	Ribonuclease Y	2,180	General function prediction only
*BMMGA3_15110*	acetyltransferase	2,110	General function prediction only

^a^Transcript abundance was arbitrarily classified into 5 classes. The RNA abundance is reflected by the log-RPKM value. 

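The class shares, over 3225 genes, were 21.6% at log-RPKM 0 (696 genes), 3.75% low (121), 41.2% middle (1329), 32.2% high (1038) and 1.27% very high (41). Genes of the high class took 67.5% of the mapped reads and those of the middle class 12.1%. In operons were 2.30% of the genes at 0, 0.826% of the low, 30.9% of the middle, 64.9% of the high and 87.8% of the very high class, but operons were called from read pairs of the same library, so genes with few reads can hardly be placed in one. A limit at 10 times the median of the genes above 0, which was 1269, put 68 genes (2.11%) in the top class.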

The data set revealed 21.6% non-transcribed genes, 3.8% genes with low RNA abundance (log-RPKM >0-16), 41.2% genes with middle (log-RPKM >16-160), 32.2% genes with high (log-RPKM >160-1600) and 1.3% genes with very high (log-RPKM >1600) transcript abundance.

^b^The genes are sorted according to their functional category.

## Discussion

In the present study, the complete transcriptome of *B. methanolicus* MGA3 was analyzed for the first time with RNA sequencing. Previously, its genome including the plasmids pBM19 and pBM69 was sequenced [11,16] and approximately 1000 proteins were characterized by label-free quantitative proteomics [8]. Here, a comprehensive characterization of transcription start sites, conserved sequence motifs of promoter and translation initiation sequences, the transcriptional organization of genes and putative regulatory RNA elements of *B. methanolicus* MGA3 using two different RNA-seq approaches is presented.

### Analysis of 5′-UTRs in *B. methanolicus* MGA3

The distances of 1,642 TSSs to the next TLSs were equal or longer than 10 nucleotides in > 99% cases. The distance distribution showed a maximum at 26–35 nucleotides (22%) before decreasing exponentially with increasing 5′-UTR lengths. This distance distribution is typical for bacteria that feature 5′-UTRs shorter than 100 bp and peak at a length of around 25–35 nt [17,49,50]. Similarly, the low number of leaderless transcripts in *B. methanolicus* MGA3 (6 with a 5′-UTR ≤ 10) is in accordance with *in silico* predictions for 953 bacterial genomes that revealed only about 25% of species belonging to the phylum *Firmicutes* possess leaderless transcripts and in these species 2.4% to 16.6% of all sequences are leaderless [51]. Experimental evidence supports this notion (*e.g.* 2.1% leaderless transcripts in *Bacillus licheniformis* [52]). Contrary, leaderless transcripts are abundant in species of the phyla *Actinobacteria* and *Deinococcus*-*Thermus*, *e.g. Actinoplanes* sp. SE50/110 (20%) [49]*.* The exact translation mechanism of leaderless transcripts without a complete RBSs is still not fully elucidated, however, in those transcripts close proximity of the start codon to the 5' terminus is important for both ribosome binding and translation [53].

### Characteristics of translation start sites, ribosome binding sites, promoters and operons in *B. methanolicus* MGA3

The most frequent initiation codon in *B. methanolicus* MGA3 is ATG (75.5%), a frequency typical for 620 complete bacterial genomes (80.1%; [54]). As in *B. subtilis* [55], the generally uncommon initiation codon TTG (13.9%) was more common than GTG (10.6%) in *B. methanolicus* MGA3.

Besides the initiation codon, the efficiency of translation depends on the interaction between the RBS and the 3′-end of the 16S rRNA [56]. The conserved RBS motif aGGaGg in *B. methanolicus* MGA3 is reverse complementary to the 3′-end of the 16S rRNA. The determined sequence motif is identical with the bacterial consensus sequence AGGAGG [57] and was found in 21.9% of the upstream regions. The first three bases of the motif are conserved in 66.9% of the upstream sequences, which is in line with the notion that the first three bases of the RBS are potentially more relevant to the translation initiation *via* hybridization to the 3′-terminus of the 16S rRNA, while the other bases possibly only modulate the translation efficiency [58]. The spacing between translation starts and ribosome binding sites is known to affect translation efficiency [58]. In *B. methanolicus* MGA3, the distance between both elements was between 5 to 10 nucleotides (97.1%) with an average of 7.4 bases, thus, matching the optimal spacing determined for *E. coli*, *B. subtilis* and various other bacteria [59,60].

Conserved promoter motifs were determined upstream of the exact TSSs positions within the *B. methanolicus* MGA3 and revealed a -10 region (TAtaaT), which is identical to the −10 consensus sequence TATAAT originally described for *E. coli σ*^70^-RNAP [61] and is also recognized by the *B. subtilis σ*^A^-RNAP [62]. The finding that TGN is preceding 33% of the −10 motifs in *B. methanolicus* MGA3 is in accordance with extended −10 motifs of *σ*^70^/*σ*^A^-dependent promoters in *E. coli* and *B. subtilis* with the dinucleotide TG located 1 bp upstream of the core hexamer [63,64]. Extended -10 promoters specifically interact with the conserved sigma factor region 3.0 to form the polymerase-promoter complex and often lack the -35 consensus element [65]. While it is assumed that the additional contact with the sigma factor in extended -10 promoters compensates for the interaction between the region 4.2 and the −35 element [66], the -35 sequence in *B. methanolicus* was not particularly less conserved if a TGN extended −10 region was present. 

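Over the 1632 sequences, 41.5% of those with TGN had at least 4 bases of TTGACA, against 51.1% of those without it, an odds ratio of 0.679 (Fisher's exact test across TSSs, 2-sided, p = 4.4e-04, run after the shares were seen). The median −35 score was 1.66 with TGN (1.57 to 1.82) and 1.92 without it (1.82 to 2.04, natural log odds). The first bases were alike, with T in 73.0% against 71.1%, T in 72.2% against 70.9% and G in 66.5% against 68.0%, as was C at position 5 in 30.9% against 34.1%, while A at position 4 (56.5% against 67.0%) and A at position 6 (41.7% against 49.6%) were less frequent with TGN. The single positions were not tested. TSSs of the same gene share sequence, so they are not independent.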

The so-called discriminator element downstream of the -10 hexamer may play a role in the regulation of the stringent response during transition from exponential to stationary phase [67] and nucleotides at positions -6 to -4 interact with the sigma factor region 1.2 [68]. However, in *B. methanolicus* MGA3 only two consecutive adenines are weakly conserved, which reflects the overall low G + C content of this bacterium (38.6%). The mean spacing of the identified -10 regions to the TSS is with 6.7 bases in typical range for bacteria [30,63]. The average spacing of 16.6 nt between the −10 and the −35 regions is very close to 17, the optimal spacing determined for these elements in *E. coli* and *B. subtilis* [63,69]. The weakly conserved −35 hexamer ttgana determined for *B. methanolicus* MGA3 resembles the −35 consensus sequence TTGACA present in *E. coli*, *B. subtilis* and numerous other species [69,70].

Although various different stress conditions were included in the experimental setup, the analysis of conserved promoter motifs in *B. methanolicus* MGA3 only returned sequences that are identical to the consensus sequences recognized by bacterial housekeeping sigma factors. This is likely due to the fact that in all tested conditions the number of housekeeping genes accounts for most of the identified TSSs and thus overlays the more rare upstream regions of stress-induced transcripts. Since pooled RNAs were sequenced, it was not possible to differentiate between transcripts which were resulting from a certain cultivation condition. To identify sigma factor-dependent promoter motifs, RNA-seq data sets for individual growth or stress conditions need to be generated and analyzed; however, this was not within the scope of the present study.

In *B. methanolicus* MGA3, 381 primary operons (encompassing 1,164 genes) with 94 internal suboperons were identified, while 940 genes were transcribed monocistronically under the chosen growth/stress conditions. Although this distribution is typical and also found in *E. coli*, *B. subtilis* and *C. glutamicum* [17,71,72], it is important to mention here that the transcriptional organization of genes is very likely not a static feature necessitating the analysis of RNA-seq data sets for individual growth or stress conditions.

### Description of novel transcripts in *B. methanolicus* MGA3

The novel transcripts detected in *B. methanolicus* MGA3 were classified as intergenic, intragenic or antisense transcripts (Table 3 and Additional file 4: Table S4; Additional file 5: Table S5 and Additional file 6: Table S6). The 27 novel intergenic transcripts represent small RNA and small protein genes, but their function still has to be elucidated. For six small RNAs (sRNA) and one small protein of *B. methanolicus* MGA3 a function could be predicted *via* database searches. The scRNA (337 nucleotides in *B. methanolicus* MGA3) is a member of the signal-recognition-particle-like RNA family [43]. Together with the Ffh protein component (encoded in *B. methanolicus* MGA3 by *BMMGA3_05995*), the scRNA constitutes the bacterial signal recognition particle (SRP), which targets proteins for secretion by directing them to the translocation channels in the membrane [73]. The RNase P is an essential and ubiquitous ribozyme, mainly responsible the maturation of tRNA molecules [74]. Bacterial RNase P consists of two components: RNase P RNA, which is the catalytic subunit, and the C5 protein which assists in the release of the product from the holoenzyme [75] and is encoded in *B. methanolicus* MGA3 by *BMMGA3_16755*. The 6S RNA, which typically regulates transcription by forming a stable complex with the housekeeping form of the RNAP holoenzyme [76], is present in two copies in the *B. methanolicus* MGA3 genome, which is consistent with findings from *B. subtilis* and several closely related bacteria [77]. Intriguingly, these two copies are differentially expressed in these organisms, which suggests their involvement at different stages of growth [77]. *B. methanolicus* MGA3 possesses transfer-messenger RNA (tmRNA) as one of the most abundant RNA species, similarly to other bacterial species [78]. The tmRNA can act as a tRNA and mRNA and constitutes a ribonucleoprotein complex together with the three protein components SmpB, EF-Tu and (usually) the ribosomal protein S1, while the latter is absent from bacilli and is substituted by a homologue encoded by the *ypfD* gene [79]. The bacterial ribonucleoprotein complex resets stalled ribosomes and a tmRNA-encoded signal peptide is cotranslationally appended to the C-termini of nascent polypeptide and serves as a recognition signal for degradation [80]. The tmRNA open reading frame in *B. methanolicus* MGA3 encodes a 16 amino acid (aa) signal peptide with a terminal stop codon (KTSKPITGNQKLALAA-Stop), which resembles the 15 aa sequence identified in *B. subtilis* (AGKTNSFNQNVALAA-Stop) [81]. *B. methanolicus* MGA3 may possess a type I toxin-antitoxin system with toxin-encoding gene *bsrG* and the SR4 RNA as initially described in *B. subtilis* [44]. In *B. subtilis,* the small RNA SR4 promotes the degradation of the *bsrG* mRNA *via* the double-strand specific RNase III, while the absence of SR4 lead to the overexpression of *bsrG* and subsequently to cell lysis and growth retardation [44]. A comparable function may be predicted for *B. methanolicus* MGA3 since *bsrG* and SR4 RNA are located antisense to each other with an overlap of ca. 120 bases and the 43 aa toxin encoded by *bsrG* in *B. methanolicus* MGA3 (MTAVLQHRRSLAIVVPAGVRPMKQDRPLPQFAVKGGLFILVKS-Stop) shares 19% of identity and 31% of similarity with the 38 aa toxin (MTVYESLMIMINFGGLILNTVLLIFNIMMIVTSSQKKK-Stop) present in *B. subtilis*.

The frequent occurrence of intragenic TSSs (10%) in *B. methanolicus* MGA3 that almost exclusively (99%) belong to intragenic sense transcripts preceded by conserved −35 and −10 motifs for the housekeeping sigma factor is not unusual in bacteria. Notably, about one third of the internal sense transcripts in *B. methanolicus* MGA3 belong to suboperons, thus, the remaining downstream coding sequences are transcribed completely. The functional role of the remaining intragenic transcripts, for example as alternative, shorter proteins, novel or processed RNAs which increase the transcriptomic complexity, is not clear and should be further analyzed.

Altogether, 152 antisense transcripts longer than 20 nt were identified in 146 different protein-coding genes of *B. methanolicus* MGA3. 

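Antisense TSSs were listed for 200 of the 3330 genes (6.01%), with at least 2 in 14 genes, while the transcripts of Table S6 name 143 annotated genes as affected.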

Extrapolated, 4.4% of the *B. methanolicus* MGA3 genes or more may be subject to antisense transcription. This number is in accordance with findings for other species from the genus *Bacillus* [52] and other transcriptome studies which suggest that antisense transcription probably affects 5-20% of bacterial genes and in some cases even considerably more, *i.e.* about 46% in *Helicobacter pylori* [82]. A conserved housekeeping −10 motif was identified for the antisense transcripts in *B. methanolicus* MGA3 in their upstream regions. By contrast, neither a conserved -35 motif nor an extended −10 motifs were found for these antisense transcripts. Antisense transcripts may regulate gene expression either by hybridization with part or the complete target sequence and *e.g.* blocking/releasing ribonuclease cleavage or ribosome binding sites [83] or competing with transcription of sense and antisense sequences [84]. It is predicted that transcription of 11 antisense genes of *B. methanolicus* MGA3 interferes with transcription of the neighboring gene due to overlapping 5′-UTRs. Antisense transcription has been detected in all domains of life and therefore likely represents a common form of gene expression regulation [83,85]. Although, RNA-seq studies often reveal large numbers of antisense transcripts, further validation and functional characterization is necessary to identify if, and to what extent, those antisense RNAs participate in gene regulation.

### Discovery of *cis*-regulatory RNA elements in the *B. methanolicus* MGA3 genome

*Cis-*regulatory RNA elements belong to broad class of non-coding RNA motifs which are present upstream of the regulated genes. In the present study, 75 *cis-*regulatory elements were detected in 68 different 5′-UTRs in the transcriptome of *B. methanolicus* MGA3. The RNA-seq data of *B. methanolicus* reveal three cobalamin riboswitches upstream of genes/operons predicted to encode cobalamin biosynthesis- and transport-related proteins, B_12_-independent methionine synthase and ribonucleotide-diphosphate reductase. Likely, they function as demonstrated for the cobalamin riboswitches upstream of the *nrdABS* operon of *Streptomyces coelicolor* and of the B_12_-independent methionine synthase of *Mycobacterium tuberculosis* [86,87]. The organization of FMN, SAM, TPP, lysine and purine riboswitches found in the genome of *B. methanolicus* MGA3 is similar to those of other bacteria [88-91]. The function of the riboswitch belonging to the *gcvT* operon in the genome of *B. methanolicus* has been confirmed experimentally for *B. subtilis.* A next ligand for the riboswitch found in the genome of *B. methanolicus* is PreQ_1_ (7-aminomethyl-7-deazaguanosine) which is a precursor of nucleoside Q (queuosine). This modified guanine nucleotide present in some tRNA molecules is known to participate in the regulation of genes involved in queuosine biosynthesis by interaction with PreQ_1_ riboswitches in other bacterial species [92,93]. The intracellular signal molecule bis-(3′-5')-cyclic dimeric guanosine monophosphate (c-di-GMP) is found in many bacteria and may be involved *e.g.* in regulation of motility, virulence and biofilm formation (as reviewed in [94]) and c-di-GMP riboswitches have been characterized [95]. 

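The 8 enzyme genes were all above log-RPKM 16, from 20.9 for BMMGA3_13275 to 125 for BMMGA3_14250, with 113 for BMMGA3_15230. Their median of 93.3 stood at percentile 54.6 of random lists of chromosomal genes, and at 24.2 when only genes above 0 were compared.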

Besides presence of putative c-di-GMP riboswitches the genome of *B. methanolicus* encodes at least 8 enzymes for synthesis and degradation of c-di-GMP (*BMMGA3_05195*, *BMMGA3_05210*, *BMMGA3_09025*, *BMMGA3_10495*, *BMMGA3_12645*, *BMMGA3_13275*, *BMMGA3_14250* and *BMMGA3_15230*). The *ydaO/yuaA* leader was shown to interact with cyclic di-AMP in *B. subtilis* [96]. This motif is present upstream of two genes of *B. methanolicus* MGA3, *BMMGA3_02260* and *BMMGA3_14870,* which encode a membrane protein and an amino acid permease, respectively. 

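BMMGA3_02260, with its leader of 623 nt, had 3 reads in its coding region and BMMGA3_14870, with 414 nt, had 13, and both are listed at log-RPKM 0.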

Unlike the other riboswitches mentioned above, the *glmS* ribozyme, which is present in *B. methanolicus* MGA3, is both a ribozyme, catalyzing a chemical reaction, and a riboswitch, regulating transcription of the glutamine-fructose-6-phosphate transaminase gene as a function of the glucosamine-6-phosphate (GlcN6P) concentration [97]. This type of regulation involves self-cleavage of the *glmS* ribozyme in the presence of GlcN6P. Although homologs are found in at least 17 further Gram-positive bacteria the function of the predicted *glmS* riboswitch in *B. methanolicus* has yet to be proven [97].

In addition to the riboswitches, one of the most abundant regulatory elements discovered for *B. methanolicus* are T-box motifs which likely control gene expression by interacting with uncharged tRNA molecules. The binding of uncharged tRNA prevents formation of a translation terminator and, thus enables translation [98]. T-boxes were found in several monocistronic and polycistronic transcripts which feature genes encoding aminoacyl-tRNA synthetases (aaRS) or proteins involved in amino acid biosynthesis and transport in *B. methanolicus* MGA3. 

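The hisS-aspS unit had a leader of 336 nt and the trpE transcript stood at log-RPKM 234.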

A tandem T-box was detected for the *trp*E operon which is also characteristic for certain *Bacillales* and some related species such as *Clostridium beijerinckii* and *Desulfitobacterium hafniense* [98]*.* The operon *hisS*-*aspS* represents an unusual case of two *aaRS* genes controlled by only one riboswitch. It has been suggested that this regulatory element can adopt two alternative secondary structures and therefore sense both tRNA_His_ and tRNA_Asp_ molecules [99]. 

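The cstA1 gene had a leader of 413 nt and 158 reads in its coding region.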

Interestingly, the T-box was also found upstream of the gene coding for carbon starvation protein CstA1. However, the detailed investigation of whole transcriptome data for upstream region of the *cstA1* gene indicates that the T-box in fact might not regulate the CstA1 expression and is only a residue of a different transcription unit which was split in the process of genome rearrangements. This hypothesis is based on the fact that there is a break in the transcription between the TSS and the gene start codon in the whole transcriptome track. However, this assumption has yet to be confirmed experimentally.

Besides low-molecular-weight compounds, also proteins such as the ribosomal proteins L10, L13, L20, L21 and L29 are able to bind to the leader sequences of their own transcripts causing premature transcription termination at the leader terminator [100-102]. In *B. methanolicus* MGA3, five leader motifs characteristic for the genes of above-mentioned ribosomal proteins were detected. Additionally, a PyrR binding site was found in the leader sequence of the *pyr* operon. PyrR is encoded by and auto-regulates the pyrimidine biosynthesis operon by formation of a terminator and decrease of operon expression in *B. subtilis* [33].

In seven cases, *B. methanolicus* features two *cis-*regulatory RNA elements in the same upstream region: a duplicated T-box and in six cases the PyrR binding site was accompanied by either a SAM riboswitch (three times), a T-box (twice) or the *yybP*-*ykoY* leader (once). The presence of two consecutive *cis-*regulatory elements was observed in different bacterial species where it was proposed that the tandem arrangement leads to an increase of the regulatory capacity [103,104]. Interestingly, no known regulatory RNA element was found in the second longest leader sequence detected in the transcriptome of *B. methanolicus* MGA3. This 5′-UTR of 878 nt length belongs to the gene encoding molybdopterin dehydrogenase FAD-binding protein. 

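The leader of BMMGA3_08315 starts at position 1652508 on the reverse strand, and the coding region lies from 1650746 to 1651630. Its log-RPKM was 183.5.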

A nucleotide BLAST analysis of the leader sequence showed only partial similarity to the upstream region of molybdopterin dehydrogenase FAD-binding protein gene in the *Geobacillus stearothermophilus* NUB3621 genome. However, because of the low conservation of the motif among bacterial species no conclusions about the function of the long leader can be drawn and further experiments need to be performed to understand its role in the transcriptome of *B. methanolicus* MGA3.

### The mRNA abundances in *B. methanolicus* MGA3 reflect its metabolic organization

Under the chosen conditions, 21.6% of the chromosomal genes of *B. methanolicus* MGA3 were not transcribed. The RNA-seq data were generated from a pool of RNA preparations from various conditions, however, the different lab conditions most likely reflect only a small subset of the conditions encountered by *B. methanolicus* in its natural habitat. Alternatively, since genes for hypothetical proteins are about three times more abundant in the group of non-transcribed genes (64.2%) than in the group of genes for which transcripts were detected (23.4%), false annotations of protein-coding genes may have increased the fraction of non-transcribed genes.

As a first approximation to categorize expression levels, all chromosomal genes of *B. methanolicus* MGA3 were divided into four groups according to arbitrarily chosen transcripts abundance thresholds (section “Transcript abundances of *B. methanolicus* MGA3”). The 41 genes showing the highest RNA abundance encoded proteins of (1) amino acid metabolism and transport, (2) transcription, translation and post-translational modification, (3) carbohydrates metabolism and energy production, and (4) other functions. This representation of the gene functions is expected and to some extend corresponds to the results obtained on proteome level for *B. subtilis* [105]. Notably, genes relevant for methylotrophy of *B. methanolicus* MGA3 stood out. Although, the results obtained in the present study do not allow to perform the direct comparison of transcripts abundance between different references (chromosome, plasmids pBM19 and pBM69) [106], the pBM19-encoded *mdh* has the most abundant transcript among all pBM19-encoded genes, while the chromosome-encoded methanol dehydrogenase genes have rather low transcript abundances. This finding is in accordance with qRT-PCR experiments and the proteome analyses that showed that the pBM19-encoded *mdh* transcript and gene product is more abundant than those of the chromosomal genes *mdh2* (60 -fold) and *mdh3* (4000-fold) [106]. 

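Among the genes of pBM19, medH3 for methanol dehydrogenase stood highest at log-RPKM 142331 with 59591 reads, before glpX for fructose 1,6-bisphosphatase (58193), BMMGA3_17215 (35954), BMMGA3_17220 (34645) and rpe (7784). On the chromosome, medH1 had a log-RPKM of 22.6 with 36 reads and medH2 7.47 with 12 reads. The log-RPKM values of pBM19 and of the chromosome are scaled separately and have no common scale.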

Formaldehyde, a toxic intermediate generated by methanol oxidation, is assimilated via 3-hexulose-6-phosphate synthase and 6-phospho-3-hexuloisomerase. As expected, the co-transcribed *hps* and *phi* genes showed the highest RNA abundance of all the chromosomal genes. For 6-phospofructokinase which catalyzes the next step in the RuMP cycle, high transcript abundance for the chromosomal gene was observed. Transcripts of the chromosomal genes encoding fructose 1,6-bisphosphate aldolase [14], transketolase [12], fructose 1,6-bisphosphatase [13] and ribose 5-phosphate epimerase belong to the transcript group with high abundance. 

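fbaA for fructose 1,6-bisphosphate aldolase stood at log-RPKM 1298 (rank 64) and tkt for transketolase at 1462 (rank 49), both in the high class. The files do not name chromosomal genes glpX and rpe, so these were not analysed here.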

The last reaction of the RuMP cycle is catalyzed by ribose-5-phosphate isomerase, which is encoded only on the chromosome. As for *hps* and *phi* that are also only encoded on the chromosome, *rpi* RNA was very abundant. 

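gltB stood at log-RPKM 3302, rank 10 of the chromosomal genes, and gltA at 1780, rank 33. The other glutamate synthase gene, gltA2, stood at 733, rank 188. The list drawn by name for glutamate and glutamine synthesis has 5 members, the glutamate synthase genes, glnR for a repressor of glutamine synthetase (612) and gudB for a catabolic glutamate dehydrogenase (273), so not all are genes of synthesis. Its median was 733 (percentile 99.9 of random lists).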

Interestingly, the *gltAB* operon encoding glutamate synthase was also found among the highly abundant genes (*gltA* and *gltB*); *B. methanolicus* MGA3 has two alternative active glutamate synthases [106] and this finding may suggest that the *gltAB* encoded enzyme is important for the high production of L-glutamate by this bacterium. In future work aimed to gain an in-depth understanding of methylotrophy in *B. methanolicus*, it will be imperative to combine transcriptome, proteome and metabolome experiments under carefully controlled conditions of growth with methanol *versus* a non-methylotrophic carbon source.

## Conclusion

In this study, RNA-seq data sets have been generated for the primary and the whole transcriptome of the thermophilic methylotrophic *Bacillus methanolicus* MGA3. Altogether, 1,642 TSSs in the upstream regions of annotated genes were identified and used for analysis of the 5′-UTR length distribution and the detection of 75 *cis-*regulatory RNA elements. Additionally, the exact TSSs were used to detect conserved sequence motifs for TLSs, RBSs and promoters. Examination of the whole transcriptome enabled the validation of 365 novel transcripts, the uncovering of 381 operons and the determination of the mRNA abundance in *B. methanolicus* MGA3. The data established in this study deliver valuable insight regarding various transcriptomic elements and represent the basis for further transcriptome studies of *B. methanolicus* MGA3. Moreover, detailed insight into promoter and translation initiation sequences should be valuable for the future development of new and better expression tools for *B. methanolicus*.

## Availability of supporting data

The data sets supporting the results of this article are available in the NCBI Gene Expression Omnibus database, under the accession number GSE64469, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64469.

## Additional files

Additional file 1: Table S1. Primers used for RNA quality control. Additional file 2: Table S2.
*Bacillus methanolicus* MGA3 cultivation parameters. Additional file 3: Table S3. List of *Bacillus methanolicus* MGA3 CDS with corrected translational start sites. Additional file 4: Table S4. Novel transcripts identified in *Bacillus methanolicus* MGA3 with unknown function. Additional file 5: Table S5. Identified intragenic sense transcripts of *Bacillus methanolicus* MGA3. Additional file 6: Table S6. Identified antisense transcripts of *Bacillus methanolicus* MGA3.

How the deposited data were processed for this re-analysis (not part of the article)

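RNA of 16 cultivations of B. methanolicus MGA3 was pooled, and 2 libraries of this pool were sequenced, a library of the whole transcriptome and a library enriched for native 5′-ends. There is 1 library of each kind and no replicate. By the paper's Table 1, 4201157 reads of the whole transcriptome library mapped, 3857244 of them to the chromosome, 315572 to pBM19 and 28341 to pBM69, and 1298259 reads of the 5′-end library mapped, 1189365 of them to the chromosome.

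For each of the 3330 genes the deposited tables of the whole transcriptome library give a count of mapped reads, made by the authors from unique mappings according to the track name in the tables. The totals that the RPKM values imply (1355016, 108209 and 9727 for the chromosome, pBM19 and pBM69) equal none of the unique totals of the paper's Table 1. They also give an RPKM that the authors computed from this count, the gene length and the reads of the replicon, and a log-RPKM that the authors computed as the same measure from the mean natural logarithm of read starts per covered position. The log-RPKM is listed on a linear scale. For the 147 chromosomal genes with 5 to 8 reads, the values above 0 are among those this formula allows, and none equals the value for reads that all start at different positions. The deposited lists of operons and suboperons name the genes of each unit, and the deposited list of TSSs gives position, strand, gene, 5′-UTR length and the 70 nt upstream, without read starts. A few lines of these lists were not used here, which leaves 2155 TSSs, 380 operons and 91 suboperons.

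Classes of TSSs, leader lengths, operon sizes and classes of abundance were counted as listed, with the paper's limits of 0, 16, 160 and 1600 for log-RPKM. Shares have 95% Wilson intervals and medians have intervals of order statistics. Tests across genes, TSSs or operons are Fisher's exact test and the exact binomial test, both 2-sided, with 0.05 as the threshold. With the reads at hand a gene with 10 reads has a wide counting interval, and an abundance near 0 cannot be ranked. A count of 0 allows up to 3 reads.

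The upstream sequences end at different bases relative to the TSS on the strands, and were aligned to 69 nt before the TSS. The alignment was chosen after the data were seen, as the only one of 9 that gave a start codon at 69 of the 71 annotated genes with a covered start (97.2%). Hexamers of the −10 region were sought with their last base 4 to 10 nt before the TSS and those of the −35 region with a spacer of 14 to 20 nt, with matrices fitted by expectation maximization that started from TATAAT and TTGACA (weight 0.7 for the consensus base, pseudocount 1). A motif was called present when its log odds score was above 0, a rule set after the files had been seen and before any motif was counted. The same search in sequences shuffled 100 times gives the background. Ribosome binding sites were sought in the 20 nt before the start codon of genes with a leader over 9 nt, as at least 4 of 6 bases of AGGAGG with G at positions 2 and 3, which is how the middle of the motif was read.

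Lists of genes were written from names and products before the data were examined, but after the paper's tables had been read. Their choice may thus follow the abundances of Table 8. The median log-RPKM of each list of at least 3 genes was placed among 10000 random lists of the same size. Table 8 supplied names and products for very high genes only, so a list drawn by name may hold genes because they are abundant. Lists with very high members, such as the RuMP cycle (3 of 7) and glutamate and glutamine synthesis (2 of 5), may therefore stand too high. A list was called high above percentile 97.5 and low below 2.5. For the units of Tables 4 to 7 the first locus tag of the paper's table was used. These units were found by the authors through leaders with a TSS in the same RNA, and the random lists were not restricted to genes with a TSS. The lists cover the genes of the ribulose monophosphate (RuMP) cycle, ribosomal proteins, biosynthesis of amino acids and purines, central metabolism, sulfur, respiration, aminoacyl-tRNA synthetases, stress and chaperones, movement, sigma factors, sporulation, competence, c-di-GMP, transposases, and the units of Tables 4 to 7.

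Named genes follow a rule that was set before the data were examined and after the paper's tables had been read. The rule takes every gene the paper names where a passage is on it, the 10 genes with the highest log-RPKM on the chromosome and the 5 highest on each plasmid, the 5 shortest and 5 longest 5′-UTRs, the 3 genes with most TSSs, the 12 largest operons and the 3 operons with most suboperons, and of each list the 2 highest and 2 lowest members. Its parts on read starts could not be applied. Genes named outside the rule, such as the highest and lowest genes of an operon and the runs of genes at 0, were chosen after their values were seen.

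Alternatives covered merged TSSs (within 5 nt), the TSS counted for a gene, other limits for leaders, genes and abundance, other windows and patterns for the motifs, other operon sizes, and other sets for random lists. The motif search, the test of short genes, the test along operons and the lists were tested on simulated data. Of simulated sequences without a planted −10 hexamer 61.4% were called, and of those with it 99.7%. Of 100 simulated lists of 5 genes drawn from the upper part of the genes 23 were called high, and 89 of 100 lists of 20 genes. Calculations were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with seed 1.

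Read starts at TSSs, functional categories and products of all genes, and the genome sequence were not used here, so the comparison of TSS strength with abundance, the motifs by functional category and the share of hypothetical genes were not analysed here.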

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

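The tests of this part were written down before their results were computed, on patterns that had been seen in the same data, except the comparison with genes without a TSS, which was chosen after the results were seen. For the genes with reads at log-RPKM 0 as a whole and for the short genes among them no biological explanation was tested, since the pool gives no condition to compare. One was tested for those with a TSS.

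Reads appear in genes that the paper counts as not transcribed or leaves out of its classes of abundance. Of the chromosomal genes listed at log-RPKM 0, 379 held more than 3 mapped reads, the limit that a count of 0 allows, and so did 63 genes of pBM69 and 17 genes of pBM19, while the paper's classes cover the chromosome and its text names few genes of the plasmids, such as mdh of pBM19.

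Of the 696 chromosomal genes at log-RPKM 0, 578 held reads. The authors' normalization may list them at 0: among the 147 genes with 5 to 8 reads, the value of 100% was one that the formula allows when reads that all start at different positions give 0, including all 31 genes above 0. Whether the genes simply hold too few reads to share a start cannot be told apart, because random starts would leave 889 genes without a shared start, more than the genes listed, and read starts were not used here.

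Short genes are frequent among the genes at 0. The median RPKM of genes up to 300 nt was 38.7 (29.5 to 49.2) against 98.6 (91.4 to 107.5) for longer genes, which argues against fewer reads from length alone. Without any read were 73 short genes, against a mean of 29.5 (at most 56) in simulations that gave short genes the abundance of longer ones. Whether the library or the counting holds fewer reads per nt of short genes cannot be told apart: within operons, 48.1% of the short genes lay below the median of the longer genes of their operon (51 of 106, exact binomial test, 2-sided, p = 0.771), but operon genes were selected by reads that link them.

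In 156 genes a TSS was listed while the gene stood at log-RPKM 0. Fewer than 10 reads were held by 59.0% of them, and by 79.7% of the genes at 0 without a TSS. Whether too few reads in the library account for the pattern cannot be told apart, because few reads lead to a listing at 0 in genes without a TSS as well (91.5% below 10 reads, 7.57% at 10 or more). The biological explanation, that transcription stops in a long leader, cannot be told apart, since 23.1% of these genes had a leader over 100 nt against 27.3% of the other genes with a TSS (Fisher's exact test, 2-sided, p = 0.289), a leader being measured to the start codon and not to a point of termination.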

How the results depend on the processing

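Of 126 alternatives to 52 results, 86 were set before the data were examined and 40 were chosen after the data were seen. In 99 the result was the same, and in none did it reverse. Where it moved, the cause was not tested. Merging TSSs within 5 nt (the most upstream kept, as read starts are not listed) left 161 genes with multiple TSSs. The shortest leader per gene (chosen later) gave a median of 42 nt, 26.1% of 26 to 35 nt and 21.0% over 100 nt, and 199 genes had leaders over 150 nt. Intragenic TSSs in operons were 52.9% with first genes and 26.7% by the gene that holds the position (chosen later). The −10 motif was present in 82.4% as TANNNT and 96.2% in the wider window, the −35 motif in 55.0% by 4 bases and 79.9% with the narrower spacer, and the RBS in 66.7% by 5 bases. The first gene stood above the last in 58.0% of operons of 2 or more genes and in 63.0% of those of exactly 2 (chosen later), both past the threshold. Detected genes were 74.7% above log-RPKM 16, and 96.3%, 88.2% and 82.1% by at least 1, 5 and 10 reads (chosen later). Above 10 times the median lay 2.11% of genes. Among detected genes, lists stood at percentile 92.75 (Table 4), 92.98 (Table 5), 95.515 (aminoacyl-tRNA synthetases), all no longer called, and 1.765 (competence), now called low. Matched on length, Table 5 stood at 97.375, and against genes with a product (chosen later) at 92.05, as aminoacyl-tRNA synthetases did at 96.945. Without matching on length, genes with an antisense TSS stood at 4.535. Not run for lack of data were alternatives on read starts, on hypothetical genes, on short genes of known function and on start codons from another source, and, for too few genes, transposases among detected genes and the lists of ATP synthase and pyrimidine genes. No paired analysis was possible because each kind of library was made once from a pool. A listing at 0 is frequent among genes with few reads: of those with 10 to 19 reads, 45.5% are listed at 0.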

Differences from the paper's values

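In reads per kb, the methanol dehydrogenase gene of pBM19 stood 1668 times (1205 to 2382) above medH1 and 5005 times (2865 to 9686) above medH2. The paper's values for the chromosomal genes are 60 and 4000, cited from another study by other methods. The gene names could not be matched to the paper's, so the ratios were set side by side by size, and only the smaller differs by more than 1.5 times. In the other pairing both would differ. No alternative was run for this ratio, and the paper states that its libraries do not allow a direct comparison between replicons. No other value of the main results differs from the paper's by more than 1.5 times. The comparison of sequences with and without TGN was chosen after the shares were seen.

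The paper holds that the −35 sequence is not much less conserved when the −10 region is extended. Here 41.5% of the sequences with TGN had at least 4 bases of TTGACA, against 51.1% of those without, the median −35 score was 1.66 against 1.92, and A stood at position 4 in 56.5% against 67.0% and at position 6 in 41.7% against 49.6%. In line with the paper, the shares of T, T and G at the first positions were alike (73.0% against 71.1%, 72.2% against 70.9%, 66.5% against 68.0%).

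The paper finds neither a conserved −35 motif nor an extended −10 motif before antisense transcripts. Before all 215 listed antisense TSSs, a wider group than the paper's, TGN was present in 21.9% (16.9 to 27.9%) against at most 9.77% in shuffled sets. The measures are unlike, since the paper calls a base conserved only above a set share of the sequences. The hexamers were picked with the matrices of the 5′-UTR TSSs, and shuffling keeps the bases of each sequence but not their order. A −35 hexamer with at least 4 bases of TTGACA was present in 39.1% (32.8 to 45.7%) against a mean of 25.0% and at most 33.0% in shuffled sets, so the lower bound of the interval reaches the shuffled sets, and it was below the 48.2% of 5′-UTR TSSs.

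For the most abundant transcripts the paper finds no conservation at the third position of the −10 hexamer. Here T stood there in 52.3% of the sequences of 21 such genes, against 53.4% of all 5′-UTR sequences. The hexamers were picked with the matrix of all 5′-UTR TSSs, in which T is the commonest base there, so the share cannot decide the question. The paper gives a higher conservation of the second −35 position for these transcripts. T stood there in 90.9% of their 44 sequences, but with 1 TSS per gene in 85.7% (65.4 to 95.0%), an interval that holds the 71.3% of all 5′-UTR sequences.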

Other observations

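As groups, further sets of genes were abundant in the whole transcriptome library, some of whose members the paper lists in its tables. Branched-chain amino acid biosynthesis and sulfur assimilation each hold 2 very high genes. Table 8 supplied names for such genes only, so the ranks of these lists may be too high. Branched-chain amino acid biosynthesis had a median log-RPKM of 758 over 7 genes (percentile 99.97 of random lists), with ilvE (3134) and ilvC (2265) highest and ilvK (282) lowest. Purine biosynthesis stood at 559 (8 genes, percentile 99.94, purF 819.99), glycolysis and the TCA cycle at 463 (10 genes, 99.91, gapN 951), sulfur assimilation and methionine at 301 (18 genes, 99.9, cysC 1925) and the ribosomal protein leaders of Table 6 at 597 (5 units, 99.53). The units of Table 6 were found through a TSS in the same RNA, so their rank may be too high. Aminoacyl-tRNA synthetases stood at 237 (19 genes, 99.25, metG 597), but were no longer called high among detected genes (95.515) or among genes with a product in the files (96.945). Within the range of random lists lay flagella and chemotaxis (212, percentile 92.9, with a flagellin gene, BMMGA3_14975, at 990.3), sigma factors (203, 92.1, sigH 814), respiration (115, 73.0, yumB 1689), sporulation (71.7, 33.9, spo0A 529.6), competence (28.2, 12.6, comK 332, but called low at 1.765 among detected genes) and the units of Table 7 (175, 77.4). Transposases and phage genes had a median of 0 (6 genes, percentile 1.0), although the list holds BMMGA3_08790 at 770.3, a phage shock protein gene that is not of phage origin. The single ATP synthase gene with a product, BMMGA3_16000, stood at 1840.5. It was the highest gene of the ATP synthesis operon of 10 genes (median 759, lowest 198.9). With pyrR (180) and pyrG (98.5), pyrimidine biosynthesis had too few genes for a list.

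On pBM69, BMMGA3_16770 stood highest (log-RPKM 189673, 311 reads), followed by BMMGA3_16840 (100549), BMMGA3_16780 (80709), BMMGA3_16775 (37656) and BMMGA3_16845 (34831).

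Tests in the following were set before their results were seen, except the operons of exactly 2 genes and the runs of genes at 0. Within operons, a TSS may add transcripts of the genes downstream of it: log-RPKM was higher downstream at 58.0% of junctions with a suboperon start (51 of 88) against 46.1% of other junctions (317 of 688), an odds ratio of 1.61 (Fisher's exact test across junctions, 2-sided, p = 0.0411), and junctions of 1 operon are not independent. The first gene was higher in 145 of 230 operons of exactly 2 genes (63.0%, exact binomial test across operons, 2-sided, p = 9.2e-05), which was not seen in operons of 3 or more genes. The difference between the sizes was not tested.

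Of the random lists matched on length to the chromosomal genes with an antisense TSS, the central 95% had medians of 66.3 to 114.9. The class shares of these genes against those of all genes were 20.9% and 21.6% at 0, 6.81% and 3.75% low, 41.4% and 41.2% middle, 29.8% and 32.2% high and 1.05% and 1.27% very high. Genes at log-RPKM 0 stood in runs along the chromosome, the longest from BMMGA3_08085 to BMMGA3_08140 with 12 genes and 71 reads and from BMMGA3_02270 to BMMGA3_02315 with 10 genes and 42 reads. When the genes were shuffled 1000 times the longest run was 9 genes at most.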
